# SOD2 Deficient Erythroid Cells Up-Regulate Transferrin Receptor and Down-Regulate Mitochondrial Biogenesis and Metabolism

**DOI:** 10.1371/journal.pone.0016894

**Published:** 2011-02-04

**Authors:** Florent M. Martin, Xiuling Xu, Katharina von Löhneysen, Timothy J. Gilmartin, Jeffrey S. Friedman

## Abstract

**Background:**

Mice irradiated and reconstituted with hematopoietic cells lacking manganese superoxide dismutase (SOD2) show a persistent hemolytic anemia similar to human sideroblastic anemia (SA), including characteristic intra-mitochondrial iron deposition. SA is primarily an acquired, clonal marrow disorder occurring in individuals over 60 years of age with uncertain etiology.

**Methodology/Principal Findings:**

To define early events in the pathogenesis of this murine model of SA, we compared erythroid differentiation of Sod2^-/-^ and normal bone marrow cells using flow cytometry and gene expression profiling of erythroblasts. The predominant transcriptional differences observed include widespread down-regulation of mitochondrial metabolic pathways and mitochondrial biogenesis. Multiple nuclear encoded subunits of complexes I-IV of the electron transport chain, ATP synthase (complex V), TCA cycle and mitochondrial ribosomal proteins were coordinately down-regulated in Sod2^-/-^ erythroblasts. Despite iron accumulation within mitochondria, we found increased expression of transferrin receptor, *Tfrc*, at both the transcript and protein level in SOD2 deficient cells, suggesting deregulation of iron delivery. Interestingly, there was decreased expression of *ABCb7*, the gene responsible for X-linked hereditary SA with ataxia, a component required for iron-sulfur cluster biogenesis.

**Conclusions/Significance:**

These results indicate that in erythroblasts, mitochondrial oxidative stress reduces expression of multiple nuclear genes encoding components of the respiratory chain, TCA cycle and mitochondrial protein synthesis. An additional target of particular relevance for SA is iron:sulfur cluster biosynthesis. By decreasing transcription of components of cluster synthesis machinery, both iron utilization and regulation of iron uptake are impacted, contributing to the sideroblastic phenotype.

## Introduction

Reconstitution of mice with hematopoietic stem cells deficient in manganese superoxide dismutase (SOD2) results in a hemolytic anemia that recapitulates many features seen in patients with sideroblastic anemia (SA) [1]. SA's are a heterogeneous group of inherited and acquired erythropoietic disorders with defining features being the presence of bone marrow ringed sideroblasts (RS), abnormal erythroblasts with pathologic mitochondrial iron deposition, and impaired heme biosynthesis [2], [3], [4], [5].

The molecular genetic basis for several of the inherited forms of SA has been described. There are two X-linked sideroblastic anemias (XLSAs), one caused by mutations of an erythroid-specific form of the heme biosynthetic enzyme aminolevulinic acid-synthase (*ALAS2*) [6], and one caused by mutation of a mitochondria-localized transport protein, ATP-binding cassette, member b7 (*ABCb7*) [7]—that plays a role in maturation/transport of iron-sulfur cluster containing proteins. Mutation of the pseudouridylate synthase 1 gene (*PUS1*) was found to cause mitochondrial myopathy and SA [8], [9]. How this lesion specifically affects mitochondrial function or iron metabolism is unclear—but it has been proposed that pseudouridylation of small RNA's distinct from tRNA may affect mitochondrial function [10]. Another type of SA presenting in infancy or childhood, Pearson marrow–pancreas syndrome, results from a large deletion in mitochondrial DNA (mtDNA) [11] and evolves features similar to the multi-system mitochondrial disorder Kearn-Sayers syndrome. A single patient has been reported with a splice site mutation in the glutaredoxin 5 gene (*GLRX5*) as a cause of SA [12]. Most recently, mutations in a mitochondrial carrier family gene (*SLC25A38*) have been identified in cases of hereditary SA [13]. Analysis of *SLC25A38* in a larger collection of hereditary SA samples confirmed that this gene is involved in a significant fraction (∼15%) of hereditary SA cases, although a large number of cases remain genetically undefined (>40%) [14].

The majority of cases of SA are acquired, occur in the context of the bone marrow failure syndrome myelodysplasia (MDS) and remain idiopathic. In the small number of acquired SA cases where a defined genetic lesion has been identified, mitochondria are also implicated in pathogenesis. Somatic point mutations of mtDNA encoding subunit 1 of cytochrome c oxidase (COX1; *i.e.*, complex IV of the respiratory chain) have been found in patients with acquired idiopathic sideroblastic anemia (AISA) resulting in measurable respiratory chain dysfunction [15]. There are reports of mutations affecting other portions of the mtDNA including cytochrome b or mitochondrial encoded tRNAs in isolated cases of SA [16], [17], [18], [19]. However, there remains considerable uncertainty as to the role of acquired mtDNA mutations in SA and more broadly in the pathogenesis of MDS [20].

Some cases of acquired, reversible SA have been associated with specific drugs; the antibiotic chloramphenicol exerts its toxicity *via* inhibition of mitochondrial protein synthesis, suppressing the bone marrow, and can induce SA [21]; anti-tuberculosis therapy interferes with pyridoxine metabolism, a cofactor for ALAS2, and can result in SA [22], [23]. Thus, both genetics and drug toxicity data indicate that mitochondrial dysfunction plays a key role in the etiology of SA. While specific mechanisms responsible for iron overload in developing red cells remain poorly understood, mitochondrial dysfunction (due to a diverse array of genetic lesions or toxic exposures) appears to be both necessary and sufficient to create a convergent phenotype of pathologic intra-mitochondrial iron deposition that is characteristic of SA.

SOD2 is a mitochondrial antioxidant enzyme that detoxifies superoxide anion radicals (O_2_^.-^), a byproduct of mitochondrial respiration. SOD2-deficiency induces severe mitochondrial dysfunction in neurons and muscle leading to embryonic or neonatal lethality in homozygous mutant mice [24]. To analyze the impact of SOD2-deficiency in hematopoietic tissues over long periods of time, we have used fetal liver cells as a source of hematopoietic stem cells (HSC) to reconstitute lethally irradiated mice [1]. Sod2^-/-^ HSC rescue irradiated wild-type recipients, however, Sod2^-/-^ chimeric mice have a persistent hemolytic anemia. Sod2^-/-^ red blood cells (RBC) show increased oxidative damage and have a shortened lifespan [1]. Siderocytes (iron-loaded reticulocytes found in marrow or peripheral blood of Sod2^-/-^ chimeric animals) produced enhanced levels of reactive oxygen species (ROS) and showed increased protein oxidative damage, increased mitochondrial number and mass as well as mitochondrial hyperpolarization [25], [26]. These results suggest that intramitochondrial oxidative stress is an important element in the pathogenesis of SA, and is sufficient to induce pathologic iron accumulation in mitochondria of developing RBC [27]. Characterization of sideroblasts isolated from the marrows of patients with acquired or hereditary SA also showed increased ROS production, oxidative damage to protein and mitochondrial hyperpolarization—indicating that these features are shared between the murine SOD2 model and clinical samples [28]. In order to better characterize this unique sideroblastic-like phenotype and to identify putative targets of oxidative stress that may be important regulators of red cell development or iron homeostasis, we compared erythroid development and gene expression patterns between normal and Sod2^-/-^ erythroid progenitors.

## Results

### Sod2^-/-^ erythropoiesis shows a maturational left shift

We used a FACS-based method tracking expression of the erythroid-specific antigen TER-119 and CD71 (transferrin receptor) [29], [30] to compare normal and Sod2^-/-^ erythroid differentiation (figure 1A) in murine bone marrow. Taken as a whole, the CD71^Lo-Hi^ TER-119^Hi^ population encompassing the early basophilic erythroblast to reticulocyte stages (gates R4-R6, figure 1A) was increased in Sod2^-/-^ marrows. In particular, CD71^Hi^ TER-119^Hi^ Sod2^-/-^ basophilic erythroblasts (R4) were increased relative to normal (1.9-fold), and Sod2^-/-^ CD71^-^ TER-119^Hi^ reticulocytes and mature RBC (R7) were decreased relative (5.9-fold) to normal (bar graph, figure 1B). Sod2^-/-^ marrow showed a mild erythroid hyperplasia with a 1.6-fold increase in numbers of total erythroblasts (Gate R4 in figure 1C: FSC^Med-Hi^ PI^-^ TER-119^+^ CD71^+^ cells) compared to normal marrow, consistent with prior results [1].

**Figure 1:**
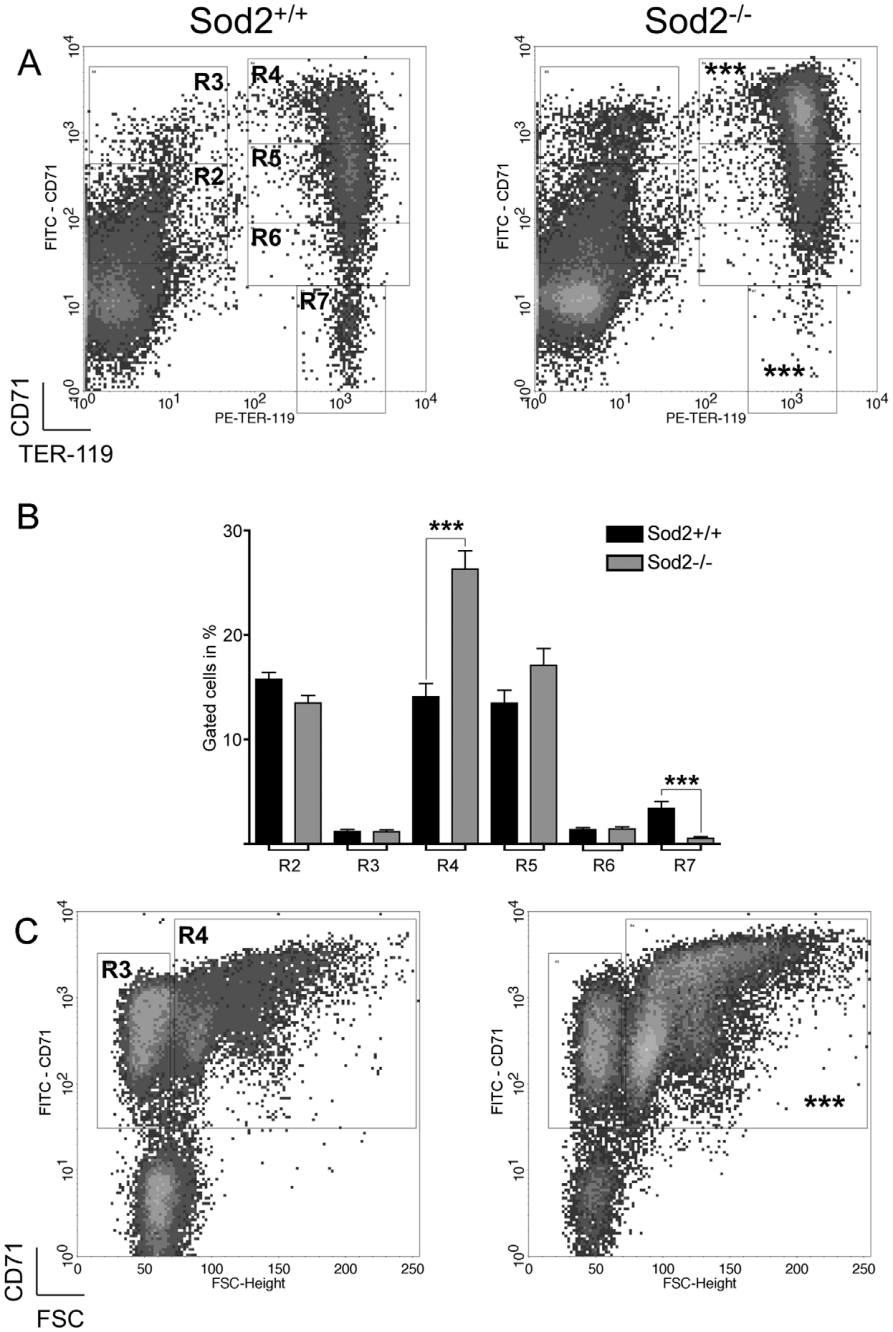
Sod2^-/-^ erythroid development is characterized by a maturational left shift. **A**. Sod2^-/-^ marrow (right) shows an increased fraction of immature basophilic erythroblasts (R4 gate: 1.9-fold increase) and decreased numbers of reticulocytes and mature RBC (R7 gate: 6-fold decrease), respectively, relative to Sod2^+/+^ (left). Density dot plots, gated on FSC^Med-Hi^ PI^-^ cells, allowed the quantitative assessment of the maturational stages of differentiating erythroblasts. Region definitions (clockwise): CD71^Med^ TER-119^Lo^ cells or primitive progenitor cells and proerythroblasts (R2), CD71^Hi^ TER-119^Lo^ cells or proerythroblasts and early basophilic erythroblasts (R3), CD71^Hi^ TER-119^Hi^ cells or early and late basophilic erythroblasts (R4), CD71^Med^ TER-119^Hi^ chromatophilic and orthochromatophilic erythroblasts (R5), CD71^Lo^ TER-119^Hi^ cells or late chromatophilic erythroblasts and reticulocytes (R6), and CD71^-^ TER-119^+^ reticulocytes and mature RBC (R7) (from [29], [30]). **B.** Bar graph comparing the distribution of Sod2^+/+^ and Sod2^-/-^ erythroid progenitor cells in the regions defined above in panel A. Significant differences between groups were observed for: R4, 1.9 fold increase in Sod2^-/-^ (26.33±1.70% of gated Sod2^-/-^ [N = 20] *vs.* 14.10±1.20% Sod2^+/+^ [N = 17] cells; P<0.0001; % gated cells ± SEM); R7, 5.9 fold decrease in Sod2^-/-^ (0.57±0.14% of gated cells *vs.* 3.39±0.63%, respectively; P<0.0001; % gated cells ± SEM; N =  same as above). **C.** Dot plots show the FACS gating strategy used to isolate FSC^Med-Hi^ TER-119^+^ CD71^+^ erythroblast populations (R4) for gene expression analysis. Sod2^-/-^ marrow showed erythroid hyperplasia with a 1.6 fold higher number of erythroid progenitors (R4). Dot plots were gated on PI^-^ TER-119^+^ events and allowed the discrimination of three developmental stages: FSC^Med-Hi^ TER-119^+^ CD71^+^ erythroblasts (R4), FSC^Lo^ TER-119^+^ CD71^+^ reticulocytes (R3) and FSC^Lo^ TER-119^+^ CD71^-^ mature RBC (non-gated on figure). A, B; ***, P<0.0001; Sod2^+/+^, N = 17; Sod2^-/-^, N = 20. FACS profiles shown are representative of multiple assays.

### Microarray-based differential gene expression study of Sod2^-/-^ erythroblasts

In order to better understand functional consequences of loss of SOD2 during erythropoiesis, we identified gene transcriptional changes in erythroid progenitor cells using cDNA microarray-based gene expression analysis. Erythroblasts were isolated from marrow of reconstituted mice using a sorting gate (figure 1C region R4) that includes regions R4-, R5- and R6-gated events (from figure 1A) encompassing all developing erythroid cells co-expressing TER-119 and CD71 for the preparation of total RNA. By genotype, sorted cells did not show a significant difference in cell size or morphology upon microscopic examination. 

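RNA of 7 sorted erythroblast samples was measured on an Affymetrix mouse array whose probe sets each measure part of a transcript. Samples of Sod2+/+ erythroblasts carry the replicate numbers 17, 29, 33 and 37 (n = 4) and samples of Sod2-/- erythroblasts the numbers 31, 35 and 39 (n = 3). The fourth Sod2-/- array of the study was not analysed here. The targeted gene itself, Sod2, the superoxide dismutase of the mitochondrial matrix, had log2 values of 8.32, 8.62, 8.20 and 8.59 in Sod2+/+ replicates 17, 29, 33 and 37, and of 8.47, 8.09 and 8.61 in Sod2-/- replicates 31, 35 and 39, on its brightest probe set. Some Sod2 probe sets lie outside the deleted exon 3 by the paper, so these values do not check the genotype. The authors made the deposited log2 values by robust multi-array averaging (RMA), which corrects background, brings the arrays to a common distribution and sums the probes of each probe set. Array medians ran from 4.45 to 4.54. The first principal component held 51.3% of the variance and separated the genotypes, from -35.3 to -7.47 in Sod2+/+ and from 16.2 to 41.2 in Sod2-/- samples. Genotypes were compared by limma over the 45037 probe sets that are not controls, with Benjamini-Hochberg adjusted p-values. Each log2 fold change is Sod2-/- minus Sod2+/+, so that a negative value is lower in Sod2-/- erythroblasts. A gene was represented by its brightest probe set matched to that gene alone. Gene lists and thresholds were fixed before the data were examined, although the paper's tables and figures had been read by then. Sod2+/+ replicates 17 and 29 and Sod2-/- replicate 31 were processed on fluidics station 1 and the others on station 2. All Sod2+/+ arrays and Sod2-/- replicate 35 came from a single chip lot, and Sod2-/- replicates 31 and 39 from another. The number of arrays limits the precision, and the p-values measure only the spread between these samples.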

Total RNA (n = 4 *per* genotype) was labeled and hybridized on Affymetrix murine arrays to determine relative gene expression between normal and Sod2^-/-^ erythroblasts.

### Analysis of gene expression data

The GeneSifter program was used to identify and categorize differentially expressed transcripts. Among the 476 differentially expressed transcripts (identified using a minimum fold change of ±1.5 and corrected p value <0.05) 149 were expressed at higher levels in Sod2^-/-^ erythroblasts, while 327 were down-regulated. 

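At a fold change of at least 1.5 and an adjusted p under 0.05 from limma, 138 probe sets were higher and 816 were lower in Sod2-/- erythroblasts (n = 3) than in Sod2+/+ erythroblasts (n = 4). The lower probe sets include those of Cdk4, a kinase that drives entry into S phase (log2 fold change -1.14, standard error 0.11, 2.20-fold lower, adjusted p = 0.00543), and of Cd79a, the signaling chain of the B cell receptor (log2 fold change -1.78, standard error 0.14, 3.43-fold lower, adjusted p = 0.00284). Among the higher ones is E4f1, a ubiquitin ligase and transcriptional regulator that acts on p53 (log2 fold change 1.45, standard error 0.13, 2.73-fold higher, adjusted p = 0.00441). These 3 genes passed without each of the 7 arrays in turn. Counted by gene on its brightest probe set, 28 of 18193 genes were higher and 510 lower. This count leaves out genes called on a dimmer probe set alone, such as Ank1 and Clcn3 (higher) and Sdhc (lower). Its ratio of lower to higher genes therefore depends on that rule. In all 954 probe sets the 7 values did not overlap between genotypes, as in 18.0% of all probe sets (5.71% by chance for 4 against 3). The 1.5-fold calls numbered 74 and 186 (higher and lower) without Sod2+/+ replicate 29, 53 and 157 without Sod2+/+ replicate 37, 42 and 96 without Sod2-/- replicate 35 and 70 and 347 without Sod2-/- replicate 39. With fluidics station as a block they numbered 104 and 476. Within each station limma called 0 probe sets, where 3356 in station 1 and 5905 in station 2 had an unadjusted p under 0.05. Station 1 holds 2 Sod2+/+ arrays and 1 Sod2-/- array, which is assumed to vary like the others, and station 2 holds 2 and 2. Neither station called Ift140, at log2 fold changes of -4.46 and -4.47 (adjusted p = 0.0731 and 0.0723), so these counts of 0 do not show that a change was absent within a station. The methods' t-test with Benjamini-Hochberg adjustment, in its equal-variance form, called 1 higher and 3 lower probe sets. The paper's counts are far larger. A count of 0 by this test under a list therefore does not show what the paper's filter found.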

A scatterplot of comparative gene expression, with selected differentially expressed transcripts identified, is shown in figure 2. The most highly differentially down- and up-regulated transcripts (showing a fold-change ≥±2) are listed in tables 1 (down) and 2 (up). 

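The strongest decrease was in Ift140, a subunit of the intraflagellar transport machinery of cilia, with a log2 value of 11.23 ± 0.09 (SD, n = 4) in Sod2+/+ and 6.75 ± 0.34 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -4.48, standard error 0.14, 22.2-fold lower, adjusted p = 1.42e-05). Other strong decreases were in Cnp, a cyclic nucleotide phosphodiesterase best known from myelin (log2 fold change -1.84, standard error 0.13, 3.59-fold lower, adjusted p = 0.00159), in Aldh1a7, an aldehyde dehydrogenase (log2 fold change -1.97, standard error 0.23, 3.93-fold lower, adjusted p = 0.00963), in Unkl, a zinc finger protein (log2 fold change -1.91, standard error 0.18, 3.75-fold lower, adjusted p = 0.00466), and in Spib, a transcription factor of B cells (log2 fold change -1.68, standard error 0.17, 3.20-fold lower, adjusted p = 0.00584). Gch1, the rate-limiting enzyme of tetrahydrobiopterin synthesis, rose most, from 7.75 ± 0.48 (SD, n = 4) to 10.66 ± 0.22 (SD, n = 3) on the log2 scale (log2 fold change 2.91, standard error 0.24, 7.54-fold higher, adjusted p = 0.00284). These 6 genes passed without each of the 7 arrays in turn. Mthfd2, a mitochondrial enzyme of folate metabolism, was higher by a log2 fold change of 1.73 (standard error 0.36, adjusted p = 0.0413). The call of Mthfd2 was not past the threshold without Sod2+/+ replicates 29, 33 and 37 (0.108, 0.0704 and 0.107) and Sod2-/- replicates 31, 35 and 39 (0.0843, 0.0747 and 0.106). Past a 2-fold change, 32 probe sets were higher and 138 lower. The counts were 39 and 144, 19 and 52, 18 and 157 and 16 and 49 without Sod2+/+ replicates 17, 29, 33 and 37. They were 27 and 232, 22 and 42 and 19 and 97 without Sod2-/- replicates 31, 35 and 39 in turn. The station block gave 22 and 90. Ift140, Unkl and E4f1 lie on chromosome 17 of GRCm38.p6, as does Sod2. Of 19 measured B cell markers, the list that holds Cd79a, Cd79b and Spib, 9 fell and 0 rose by limma (14 and 0 when adjusted over the list alone, 14 and 0 at an unadjusted p under 0.05, 0 lower by the methods' t-test), with a median log2 fold change of -0.78 (camera adjusted p = 7.85e-11; adjusted p = 0.185 with an estimated correlation). Cd79a, Cd79b and Spib are in the paper's table of lower transcripts, so this count is not independent evidence. The B cell list had a median of -0.81 with the station as a block and of -0.75 and -0.65 within stations 1 and 2 (over all settings from -0.90 (bright probe sets alone) to -0.45 (an offset of 32)).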

The entire dataset of 476 transcripts can be found in supplementary data table S1. 

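Lower probe sets made up 85.5% of the 1.5-fold calls, a ratio of 5.91 lower probe sets to each higher one. After quantile normalization of the deposited values, 322 probe sets were higher and 404 lower, so that 55.6% were lower, and 519 calls were shared with those made on the values as deposited. Lower calls made up 71.5% without Sod2+/+ replicate 29, 74.8% without Sod2+/+ replicate 37, 69.6% without Sod2-/- replicate 35 and 82.1% with fluidics station as a block. The genotype difference was not even over brightness. Among 2260 probe sets with mean log2 values from 8 to 10 the median log2 fold change was -0.28 in the deposited values and -0.05 after quantile normalization. In the deposited values it was smaller on either side, and the deposited and quantile-normalized values were -0.18 and 0.02 among 6073 probe sets from 6 to 8 and -0.17 and -0.06 among 755 from 10 to 16. Among 22526 probe sets from 4 to 6 it was 0.05 and 0.03. The log2 value at the 95th percentile ran from 8.42 to 8.71 in Sod2+/+ arrays and from 8.20 to 8.42 in Sod2-/- arrays. Hmgn1, a nucleosome-binding protein, and Scd1, the stearoyl-CoA desaturase, are bright probe sets among the lower calls, with log2 fold changes of -1.23 (standard error 0.10, adjusted p = 0.00284 from limma) and -1.44 (standard error 0.16, adjusted p = 0.00848 from limma). Markers of neutrophils, granule proteins and enzymes of another marrow lineage, had a median log2 fold change of -0.91 over 16 measured genes (camera adjusted p = 6.61e-07; adjusted p = 0.336 with an estimated correlation). Of these 16, 0 passed limma over all probe sets and 13 passed when adjusted over the list alone, 13 were lower at an unadjusted p under 0.05, and the methods' t-test called 0. Under the planned settings with all 7 arrays, 3 passed limma with bright probe sets alone and 1 with eBayes with trend and robust estimation. Without Sod2-/- replicate 31, 12 of them were lower by limma, at a median of -1.27, and without Sod2-/- replicate 35 the median was -0.50. The mean of the list lay at -0.16, -1.48 and -0.82 from the Sod2+/+ mean in Sod2-/- replicates 31, 35 and 39 and from -0.19 to 0.29 in Sod2+/+ arrays, so that the fall rests on replicates 35 and 39. Their median was -0.84 with fluidics station as a block, -0.10 within station 1 and -1.32 within station 2 (over all settings from -1.61 (chip lot as a block) to -0.10 (station 1)).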

Overall there are more than twice as many down-regulated transcripts in the Sod2^-/-^ samples.

**Figure 2:**
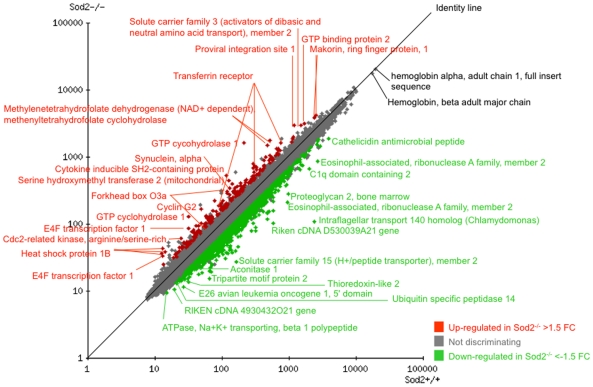
Overview of gene expression comparison of Sod2^-/-^ *vs.* Sod2^+/+^ erythroblasts. Scatterplot highlights genes expressed >1.5 fold higher (red) or lower (green) in Sod2^-/-^ compared to Sod2^+/+^ cells. X and Y axes plot relative expression values derived from microarray intensities. Spots corresponding to selected highly differentially expressed genes are identified. Among the most highly expressed genes are the hemoglobin alpha and beta chains, that show no difference between Sod2^-/-^ and Sod2^+/+^ samples. In Sod2^-/-^ erythroblasts, there are more than twice as many transcripts with reduced vs. increased expression. A full listing of differential transcripts (with corrected p<0.05 and fold-change >±1.5) is in table S1.

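Among 6 measured globin genes, limma called 0 (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by the methods' t-test), and their median log2 fold change was -0.05 (camera adjusted p = 0.883, adjusted p = 0.920 with an estimated correlation). Hbb-b2, a beta globin gene, had a log2 value of 10.94 ± 0.14 (SD, n = 4) in Sod2+/+ and 10.86 ± 0.11 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.08, standard error 0.09, adjusted p = 0.693 from limma). The alpha globin genes Hba-a1 and Hba-a2 had log2 fold changes of 0.16 (standard error 0.08) and -0.16 (standard error 0.08), at mean log2 values of 4.33 and 5.28 in Sod2+/+ erythroblasts. Their adjusted p-values were 0.341 and 0.352. Probe sets matched to several globin genes at once were left out, so these alpha globin values come from dim probe sets and not from the brightest hemoglobin signals. The globin median was -0.07 with fluidics station as a block and -0.04 and -0.08 within stations 1 and 2 (over all settings from -0.11 (without Sod2-/- replicate 35) to 0.04 (chip lot as a block)).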

**Table 1:** List of Expressed Erythroblast Transcripts/Genes with Decreased Expression in Sod2+/+ Compared to Sod2-/- Cells.

Fold Change	Direction in Sod2^+/+^	Adjustedp-value	Gene ID	Gene Name	Gene Identifier	UG Cluster
6.24	Down	0.0134	Gch1	GTP cyclohydrolase 1	NM_008102	Mm.10651
3.48	Down	0.0241	2410003J06Rik	RIKEN cDNA 2410003J06	AK010362	Mm.379207
3.18	Down	0.0347	Hspa1b	Heat shock protein (hsp68)	M12573	Mm.372314
2.88	Down	0.0399	Mthfd2	Methylenetetrahydrofolate dehydrogenase	BG076333	Mm.443
2.85	Down	0.0134	-	ESTs	BB450769	-
2.73	Down	0.0090	E4f1	Transcription factor phi AP3	NM_007893	Mm.163132
2.68	Down	0.0048	-	Similar to E4F transcription factor 1	BB027397	Mm.445985
2.66	Down	0.0129	-	Transcribed locus	BM201499	Mm.450309
2.59	Down	0.0136	-	ESTs	BM247240	-
2.36	Down	0.0217	-	Transcribed locus	BM211430	Mm.413311
2.35	Down	0.0170	-	Transcribed locus	BB631473	Mm.437948
2.33	Down	0.0422	Plek2	Pleckstrin 2	NM_013738	Mm.103380
2.31	Down	0.0170	Epb4.1	Erythrocyte protein band 4.1	BB462549	Mm.30038
2.27	Down	0.0129	-	Transcribed locus	BB201490	Mm.445692
2.16	Down	0.0218	-	DNA segment, Chr 5, ERATO Doi 255, expressed	C79489	-
2.16	Down	0.0391	-	Transcribed locus	BE631223	Mm.472907
2.15	Down	0.0240	-	DNA segment, Chr 10, ERATO Doi 276, expressed	BG066654	-
2.13	Down	0.0182	-	Transcribed locus	BF461324	Mm.449557
2.12	Down	0.0129	-	ESTs	BB205419	-
2.09	Down	0.0324	Usp32	Ubiquitin specific peptidase 32	BG071170	Mm.178524
2.05	Down	0.0331	Cbfa2t3	CBF, runt domain, alpha subunit 2, translocated to, 3	NM_009824	Mm.194339
2.04	Down	0.0428	-	Transcribed locus	BB471309	Mm.406286
2.03	Down	0.0347	Malat1	Metastasis associated lung adeno-Ca transcript 1	AK020483	Mm.298256
2.03	Down	0.0397	-	Transcribed locus	BM240223	Mm.438431
2.02	Down	0.0170	Clcn3	Chloride channel 3, transcript variant a,	BB328803	Mm.259751
2.01	Down	0.0399	Per1	Period homolog 1	AF022992	Mm.7373
2	Down	0.0397	D930015E06Rik	RIKEN cDNA D930015E06	BB547420	Mm.28838

(Fold Change ≥2 and corrected p<0.05.).

**Table 2:** List of Expressed Erythroblast Transcripts/Genes with Increased Expression in Sod2+/+ Compared to Sod2-/- Cells.

Fold Change	Direction in Sod2^+/+^	Adjustedp-value	Gene ID	Gene Name	Gene Identifier	UG Cluster
20.11	Up	0.0008	Ift140	Intraflagellar transport 140 homolog	NM_134126	Mm.32802
4.46	Up	0.0493	Slc15a2	Solute carrier family 15 (H+/peptide transporter) member 2	NM_021301	Mm.281804
3.96	Up	0.0397	-	Transcribed locus	AW493533	Mm.441111
3.54	Up	0.0129	Unkl	Unkempt-like	AK004898	Mm.267353
3.23	Up	0.0297	Aldh1a7	Aldehyde dehydrogenase family 1, subfamily A7	NM_011921	Mm.14609
3.04	Up	0.0379	-	murine leukemia retrovirus	BG297038	-
2.71	Up	0.0420	-	2,3-cyclic nucleotide 3 phosphodiesterase	BB251922	-
2.7	Up	0.0347	Cd79a	CD79A antigen	NM_007655	Mm.1355
2.55	Up	0.0440	Cdk4	Cyclin-dependent kinase 4	NM_009870	Mm.6839
2.54	Up	0.0391	Spib	Ets transcription factor Spi-B	BM244106	Mm.8012
2.4	Up	0.0411	Selenbp2	Selenium binding protein 2	NM_019414	Mm.225405
2.37	Up	0.0241	Scd1	Strain BALB/c stearoyl-coenzyme A desaturase 1	NM_009127	Mm.267377
2.33	Up	0.0493	Cd79b	CD79B antigen	NM_008339	Mm.2987
2.26	Up	0.0170	Tgtp	T-cell specific GTPase	NM_011579	Mm.15793
2.25	Up	0.0428	-	Transcribed locus	BB534670	Mm.406799
2.13	Up	0.0170	Cnp	2,3-cyclic nucleotide 3 phosphodiesterase	M58045	Mm.15711
2.13	Up	0.0170	Hmgn1	High mobility group nucleosomal binding domain 1	NM_008251	Mm.2756
2.1	Up	0.0347	Msh6	MutS homolog 6	U42190	Mm.18210
2.08	Up	0.0396	Car1	Carbonic anhydrase 1	BC011223	Mm.273195
2.07	Up	0.0315	Ifit1	Interferon-induced protein with tetratricopeptide repeats 1	NM_008331	Mm.439751
2.07	Up	0.0428	2900010J23Rik	RIKEN cDNA 2900010J23	BI144310	Mm.27344
2.06	Up	0.0493	Tmem179b	Transmembrane protein 179B	NM_026325	Mm.45155
2.06	Up	0.0170	Lgals9	Lectin, galactose binding, soluble 9	NM_010708	Mm.341434
2.05	Up	0.0347	C1qbp	Complement component 1, q subcomponent binding protein	NM_007573	Mm.30049
2.05	Up	0.0347	Fam132a	Family with sequence similarity 132, member A	NM_026125	Mm.29140
2.02	Up	0.0312	Hspb6	Heat shock protein, alpha-crystallin-related, B6 (Hspb6)	BB755506	Mm.34885
2	Up	0.0241	Hn1l	Hematological and neurological expressed 1-like	AV116987	Mm.371601

(Fold Change ≥2 and corrected p<0.05.).

We used gene ontology/pathway analysis [31] to identify patterns of gene expression change characteristic of specific pathways or biological functions affected by SOD2-deficiency. The largest gene sets identified as significantly altered (with a Z-score >±2) [32] in Sod2^-/-^ erythroblasts comprised metabolic pathways with a direct role in mitochondrial metabolism or biogenesis. 

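Of 29 pathway lists, 22 differed from the other genes by camera at an adjusted p under 0.05 with its preset correlation of 0.01, and 0 of 29 with a correlation estimated for each list. With the preset correlation the other 34 splits of the 7 arrays into 4 and 3 gave from 0 to 22 such lists (median 12), so that a call by camera with the preset correlation is weak evidence by itself. Genes of mitochondrial protein import were mostly lower, with 20 of 26 measured members below 0 and 6 above. Of the 26, 7 fell and 0 rose by limma (18 and 1 when adjusted over the list alone, 19 and 1 at an unadjusted p under 0.05, 0 by the methods' t-test), and the median log2 fold change was -0.42 (camera adjusted p = 3.12e-06; adjusted p = 0.251 with an estimated correlation). The largest decreases were in Samm50, which assembles the outer membrane import pores (log2 fold change -0.85, standard error 0.13, 1.81-fold lower, adjusted p = 0.0215), in Timm17b of the inner membrane translocase (log2 fold change -0.82, standard error 0.16, 1.76-fold lower, adjusted p = 0.0368) and in Hspd1, the matrix chaperonin (log2 fold change -0.67, standard error 0.13, 1.59-fold lower, adjusted p = 0.0368). The call of Samm50 was not past the threshold without Sod2+/+ replicate 37 (0.0548) and Sod2-/- replicates 35 and 39 (0.0774 and 0.0551), that of Timm17b without Sod2+/+ replicates 17, 29, 33 and 37 (0.0501, 0.0929, 0.0540 and 0.0945) and Sod2-/- replicates 35 and 39 (0.0954 and 0.0771), and that of Hspd1 without Sod2+/+ replicates 17, 29 and 37 (0.0688, 0.0699 and 0.0730) and Sod2-/- replicates 31, 35 and 39 (0.0705, 0.120 and 0.0524). Of 10 measured genes of the pyruvate dehydrogenase complex and its regulators, 1 fell and 0 rose by limma (6 and 0 when adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median of -0.34 (camera adjusted p = 0.000937; adjusted p = 0.251 with an estimated correlation). The gene that passed is Pdk1, a kinase that inhibits the complex (log2 fold change -0.55, standard error 0.09, 1.46-fold lower, adjusted p = 0.0236), which was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0595 and 0.0562) and Sod2-/- replicates 35 and 39 (0.0604 and 0.0615). The import count was 1, 1, 7, 0, 4, 0 and 2 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. Limma called 1 member higher without Sod2-/- replicate 31, with bright probe sets alone, with the mean of all probe sets of a gene and after quantile normalization, in the last Timm10, an import chaperone named after its values were seen (log2 fold change 0.74, adjusted p = 0.0235). In the same order the pyruvate dehydrogenase count was 1, 0, 2, 0, 2, 0 and 0. The import median was -0.43 with fluidics station as a block, -0.37 and -0.48 within stations 1 and 2 and -0.26 after quantile normalization (over all settings from -0.61 (chip lot as a block) to -0.26 (quantile normalization)), and that of the pyruvate dehydrogenase list was -0.34 with fluidics station as a block, -0.33 and -0.30 within stations 1 and 2 and -0.26 after quantile normalization (over all settings from -0.47 (bright probe sets alone) to -0.21 (the mean of all probe sets of a gene)).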

Nearly every enzyme in the tricarboxylic acid (TCA) cycle was down-regulated at the transcriptional level (figure 3a). 

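Of 17 measured TCA cycle enzymes, 11 fell and 0 rose by limma (15 and 0 when adjusted over the list alone, 15 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test). Their median log2 fold change was -0.62 (camera adjusted p = 4.83e-11; adjusted p = 0.251 with an estimated correlation), and the figure of TCA enzymes in the paper had been read before the list was written, so the list is not independent evidence. Fh1, which converts fumarate to malate, had a log2 value of 6.44 ± 0.28 (SD, n = 4) in Sod2+/+ and 5.48 ± 0.25 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.97, standard error 0.17, 1.95-fold lower, adjusted p = 0.0270). Suclg1, a subunit of succinyl-CoA ligase (log2 fold change -0.84, standard error 0.15, 1.79-fold lower, adjusted p = 0.0271), and Idh3b, a subunit of the NAD-dependent isocitrate dehydrogenase (log2 fold change -0.72, standard error 0.13, 1.64-fold lower, adjusted p = 0.0303), also fell, as did Acly, the cytosolic enzyme that cleaves citrate, by a fold of 2.00 (log2 value 7.44 ± 0.16 in Sod2+/+ and 6.44 ± 0.19 in Sod2-/-, SD; adjusted p = 0.00946). Cs, the citrate synthase that opens the cycle, fell by 0.59 on the log2 scale (adjusted p = 0.0271 from limma), whereas Dld (log2 fold change -0.62, standard error 0.20, adjusted p = 0.138) and Sdha (-0.45, 0.11 and 0.0682) did not pass. Acly passed without each of the 7 arrays in turn. Fh1 was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0565 and 0.0746) and Sod2-/- replicates 35 and 39 (0.0945 and 0.0661), Suclg1 without Sod2+/+ replicates 17, 29 and 37 (0.0519, 0.0735 and 0.0663) and Sod2-/- replicates 31 and 35 (0.0588 and 0.0965), Idh3b without Sod2+/+ replicates 17, 29 and 37 (0.0605, 0.0826 and 0.0828) and Sod2-/- replicates 31 and 35 (0.0595 and 0.0945), and Cs without Sod2+/+ replicates 17, 29 and 37 (0.0544, 0.0686 and 0.0668) and Sod2-/- replicates 35 and 39 (0.0946 and 0.0709). The TCA count was 3, 2, 7, 1, 6, 0 and 4 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. The TCA median was -0.59 with fluidics station as a block, -0.45 and -0.66 within stations 1 and 2 and -0.40 after quantile normalization (over all settings from -0.74 (chip lot as a block) to -0.40 (quantile normalization)). The 3' minus 5' log2 value of the Gapdh control probe sets, a measure of RNA quality, was also lower in every Sod2-/- array than in every Sod2+/+ array, with a mean difference of -0.18 (exact two-sided permutation p = 0.0571, the smallest p that 4 against 3 arrays allow).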

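Pck2, the mitochondrial form of phosphoenolpyruvate carboxykinase, which makes phosphoenolpyruvate from oxaloacetate, had a log2 value of 9.38 ± 0.28 (SD, n = 4) in Sod2+/+ and 10.08 ± 0.26 (SD, n = 3) in Sod2-/- erythroblasts. This is a log2 fold change of 0.70 (standard error 0.17, 1.63-fold higher in Sod2-/-, adjusted p = 0.0612 from limma), which did not pass the threshold. It passed without Sod2+/+ replicate 17 (0.0472) and with fluidics station as a block (0.0469), and its log2 fold change was 0.56 within station 1 and 0.89 within station 2. A second, dimmer Pck2 probe set had a log2 fold change of 0.14 (standard error 0.19, adjusted p = 0.760).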

The exception was the enzyme phosphoenolpyruvate carboxykinase 2 (Pck2), a regulator of substrate flow between the TCA cycle and glycolysis/gluconeogenesis. Similarly, loss of SOD2 profoundly effects transcription of multiple nuclear-encoded components of all 5 mitochondrial respiratory chain complexes (figure 3b). 

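The median log2 fold change of nuclear-encoded subunits was below 0 in all 5 complexes, and 1 subunit of complex II lay above 0. Over the 71 measured genes, 26 fell and 0 rose by limma (0 by the methods' t-test), with a median log2 fold change of -0.48. Of 33 measured subunits of complex I, the NADH dehydrogenase, 15 fell and 0 rose by limma (30 and 0 when adjusted over the list alone, 30 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median of -0.51 (camera adjusted p = 1.14e-16; adjusted p = 0.251 with an estimated correlation). Ndufb5 had a log2 value of 7.81 ± 0.15 (SD, n = 4) in Sod2+/+ and 6.74 ± 0.34 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -1.07, standard error 0.15, 2.10-fold lower, adjusted p = 0.0180), and Ndufc2 (log2 fold change -0.85, standard error 0.12, 1.80-fold lower, adjusted p = 0.0167) and Ndufb10 (log2 fold change -0.83, standard error 0.12, 1.78-fold lower, adjusted p = 0.0208) followed. Of 4 subunits of complex II, the succinate dehydrogenase, 1 fell when tested over all probe sets and 3 when adjusted over the list alone (median -0.50; camera adjusted p = 0.00850; adjusted p = 0.251 with an estimated correlation), the gene that passed on its brightest probe set being Sdhd (log2 fold change -0.71, standard error 0.10, 1.64-fold lower, adjusted p = 0.0177). On a dimmer probe set Sdhc had a log2 fold change of -0.80 (adjusted p = 0.0219 from limma). With the mean of all probe sets of a gene, 3 of the 4 subunits fell. Of 9 in complex III, which passes electrons to cytochrome c, 2 fell over all probe sets and 7 adjusted over the list alone (median -0.32; camera adjusted p = 0.000246; adjusted p = 0.251 with an estimated correlation), with Uqcrc1 at a log2 fold change of -0.73 (standard error 0.11, adjusted p = 0.0185). Of 10 in complex IV, the cytochrome c oxidase, 1 fell over all probe sets and 7 adjusted over the list alone (median -0.29; camera adjusted p = 0.000281; adjusted p = 0.251 with an estimated correlation). It is Cox6c, at -0.40 (standard error 0.09, adjusted p = 0.0471). Of 15 in ATP synthase, 7 fell over all probe sets and 14 adjusted over the list alone (median -0.47; camera adjusted p = 2.3e-09; adjusted p = 0.251 with an estimated correlation), and Atp5g2, a subunit of its membrane ring, fell by 1.00 on the log2 scale (adjusted p = 0.0150) and passed without each of the 7 arrays in turn. No subunit of these lists rose at an unadjusted p under 0.05. The lists hold subunits drawn in the paper's figure of the complexes and are not independent evidence.

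**Figure D1:**
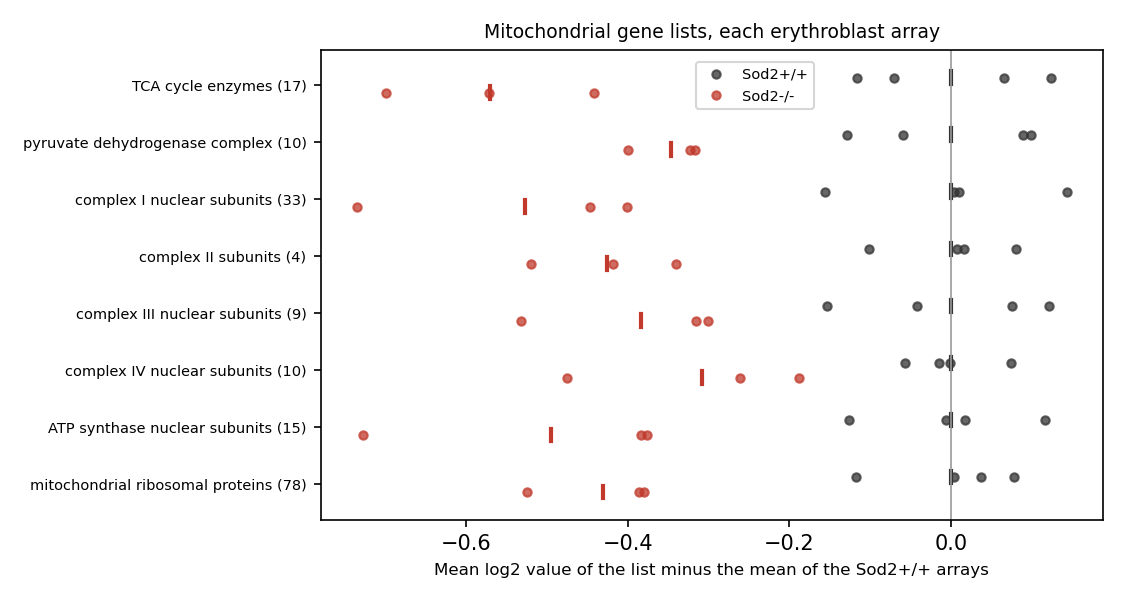
Mean log2 value of each list minus the mean of the Sod2+/+ arrays (horizontal axis, log2 units) for 8 mitochondrial lists, with the number of measured genes in parentheses (vertical axis). Each point is 1 array, dark for Sod2+/+ (n = 4) and red for Sod2-/- (n = 3), and short bars are the means of each genotype. In all 8 lists every Sod2-/- array lies below every Sod2+/+ array.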

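Over the 71 subunits of the respiratory complexes and ATP synthase, the number lower was 12, 6, 21, 4, 25, 2 and 9 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. The station block gave 21 lower subunits and a median of -0.47. Within station 1 and station 2 the medians were -0.43 and -0.45, and after quantile normalization the median was -0.29 with 17 lower. By complex the quantile-normalized medians were -0.29, -0.27, -0.13 and -0.17 for complexes I to IV and -0.37 for ATP synthase. These were the values nearest 0 over all settings, and those farthest from it came with chip lot as a block, at -0.76, -0.67, -0.39, -0.44 and -0.65. Complex II no longer differed by camera after quantile normalization (adjusted p = 0.0779). Ndufb5 was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0522 and 0.0510), Ndufc2 without Sod2-/- replicate 35 (0.0512), Ndufb10 without Sod2+/+ replicate 37 (0.0558) and Sod2-/- replicates 35 and 39 (0.0752 and 0.0526), Sdhd without Sod2-/- replicate 35 (0.0684), Uqcrc1 without Sod2-/- replicate 35 (0.0669), and Cox6c without Sod2+/+ replicates 17, 29, 33 and 37 (0.0519, 0.104, 0.0570 and 0.115) and Sod2-/- replicates 31, 35 and 39 (0.0929, 0.154 and 0.0897).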

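Of 78 measured genes of the mitochondrial ribosome, which translates the respiratory subunits encoded by mitochondrial DNA, 32 fell and 0 rose by limma (59 and 0 when adjusted over the list alone, 63 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test). The median log2 fold change was -0.47 (camera adjusted p = 1.75e-22; adjusted p = 0.251 with an estimated correlation). The paper's heat map of such genes comes from this experiment, so the list is not independent evidence of its direction. Mrpl27 of the large subunit had a log2 value of 8.04 ± 0.22 (SD, n = 4) in Sod2+/+ and 7.15 ± 0.10 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.88, standard error 0.12, 1.85-fold lower, adjusted p = 0.0150). Mrpl23, also of the large subunit (log2 fold change -0.88, standard error 0.14, 1.84-fold lower, adjusted p = 0.0233), and Dap3 of the small subunit (log2 fold change -0.86, standard error 0.12, 1.82-fold lower, adjusted p = 0.0173) fell by similar amounts. Mrpl27 was not past the threshold without Sod2-/- replicate 35 (0.0620), Mrpl23 without Sod2+/+ replicate 37 (0.0637) and Sod2-/- replicate 35 (0.0815), and Dap3 without Sod2-/- replicate 35 (0.0694). The number of lower genes was 15, 9, 33, 7, 21, 3 and 15 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. With fluidics station as a block 21 genes were lower, at a median of -0.45, and the median was -0.45 within station 1 and -0.45 within station 2. After quantile normalization 22 were lower, at a median of -0.30 (over all settings from -0.53 (without Sod2+/+ replicate 33) to -0.30 (quantile normalization); -0.31 with the mean of all probe sets of a gene).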

Mitochondrial protein synthesis is also targeted, with 42 nuclear encoded ribosomal protein genes coordinately down-regulated in Sod2^-/-^ erythroblasts (figure S1 shows a heat map of mitochondrial ribosomal gene expression; all down-regulated ≥1.2 fold with corrected p≤0.05). 

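The lists of DNA replication, mismatch repair, splicing and nucleotide synthesis genes each had a median log2 fold change below 0. In the spliceosome list 4 genes lay above 0, as did 4 in the list of nucleotide synthesis. Over the 114 measured genes of these 4 lists, 33 fell and 0 rose by limma (0 by the methods' t-test), with a median log2 fold change of -0.45. Of 33 genes of DNA replication, 10 fell over all probe sets and 30 adjusted over the list alone (camera adjusted p = 2.35e-15; adjusted p = 0.251 with an estimated correlation), among them Pold2, a subunit of DNA polymerase delta (log2 fold change -1.06, standard error 0.13, 2.08-fold lower, adjusted p = 0.0121), and Rfc3 of the clamp loader (log2 fold change -0.91, standard error 0.13, 1.87-fold lower, adjusted p = 0.0185). Of 19 genes of mismatch repair, many of which also belong to the replication list, 8 fell and 16 adjusted over the list alone (camera adjusted p = 3.24e-11; adjusted p = 0.251 with an estimated correlation). Msh6, which recognises mismatches and lies on the chromosome of Sod2, had a log2 fold change of -1.18 (standard error 0.23, adjusted p = 0.0368). Of 50 spliceosome genes, 16 fell and 38 adjusted over the list alone (camera adjusted p = 4.94e-16; adjusted p = 0.251 with an estimated correlation), with Snrpg, a core protein of the small nuclear ribonucleoproteins, at -0.99 (standard error 0.13, adjusted p = 0.0133). Of 25 genes of purine and pyrimidine synthesis, 6 fell and 12 adjusted over the list alone (camera adjusted p = 3.12e-06; adjusted p = 0.251 with an estimated correlation). Dut, which removes dUTP, fell by 1.00 on the log2 scale (adjusted p = 0.0258), and Gart, which catalyses steps of purine synthesis, had a log2 fold change of -0.77 (adjusted p = 0.0225).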

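Pold2 passed without each of the 7 arrays in turn. Rfc3 was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0523 and 0.0502) and Sod2-/- replicate 35 (0.0556), Msh6 without Sod2+/+ replicates 29 and 37 (0.0928 and 0.0923) and Sod2-/- replicates 35 and 39 (0.120 and 0.0877), Snrpg without Sod2-/- replicate 35 (0.0500), Dut without Sod2+/+ replicates 29 and 37 (0.0619 and 0.0724) and Sod2-/- replicate 35 (0.0664), and Gart without Sod2+/+ replicates 29 and 37 (0.0524 and 0.0639) and Sod2-/- replicates 35 and 39 (0.0795 and 0.0542). Across these 4 lists the number lower was 18, 4, 23, 2, 34, 1 and 6 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. The station block gave 19 lower genes and a median of -0.43. The medians were -0.36 within station 1 and -0.52 within station 2, and -0.27 after quantile normalization, with 17 lower. Over all settings the median ran from -0.68 (without Sod2-/- replicate 31) to -0.33 (station 1) for DNA replication, from -0.76 (without Sod2-/- replicate 31) to -0.39 (quantile normalization) for mismatch repair, from -0.59 (chip lot as a block) to -0.24 (quantile normalization) for the spliceosome and from -0.48 (without Sod2-/- replicate 31) to -0.23 (the mean of all probe sets of a gene) for purine and pyrimidine synthesis, the last from -0.40 with all arrays to -0.26 without Sod2-/- replicate 35. No member rose at an unadjusted p under 0.05 by limma.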

Additional pathways that differ between Sod2^+/+^ and Sod2^-/-^ erythroblasts include spliceosome, DNA repair and replication, purine and pyrimidine metabolism and gene sets associated with Huntington's and Parkinson's diseases (supplementary tables S2 and S3 list all pathways that differ between Sod2^+/+^ and Sod2^-/-^ with a Z-score > ±2).

**Figure 3:**
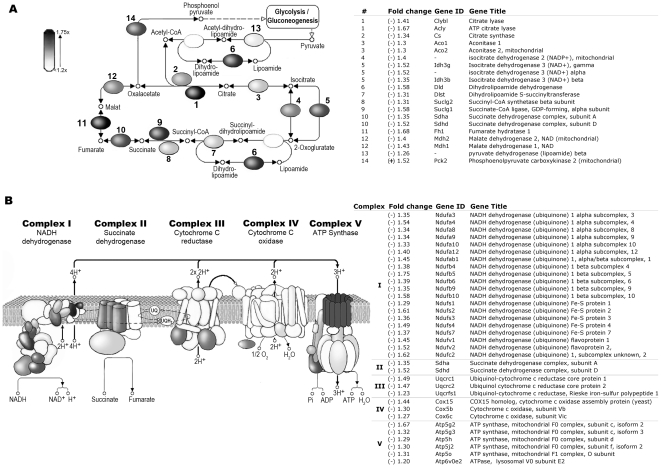
Sod2^-/-^ cells show decreased expression of multiple components of the TCA cycle and Electron Transport Chain. **A**. Schematic of TCA cycle highlights those enzymes with reduced transcript levels. Degree of shading reflects the degree of transcript expression change. The associated table shows enzyme name and fold change observed. Nearly every enzyme in the pathway shows a statistically significant reduction in transcription, although the fold-change is modest. **B**. Schematic diagram of ETC complexes I-IV and ATP synthase highlights nuclear encoded components with decreased expression in Sod2^-/-^ cells. The accompanying table lists specific subunit names along with the fold change observed. Each complex shows decreased transcription of one or more nuclear encoded subunits. All highlighted subunits in panels A and B showed statistically significant differential expression (p<0.05), with fold-change as indicated in table or by grey-scale.

Genes involved in hemoglobin biosynthesis, iron metabolism or identified as known causes of sideroblastic anemia were queried for differential expression. 

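Of 14 measured genes of heme biosynthesis and its transporters, limma called 0 (0 when adjusted over the list alone, 2 higher and 3 lower at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of -0.02 (camera adjusted p = 0.624, adjusted p = 0.838 with an estimated correlation). Alas2, the erythroid form of aminolevulinic acid synthase that opens the pathway, had a log2 value of 13.01 ± 0.03 (SD, n = 4) in Sod2+/+ and 13.13 ± 0.06 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change 0.13, standard error 0.06, 1.09-fold higher, adjusted p = 0.306). The members with the largest differences were Tmem14c, a carrier of heme precursors (log2 fold change -0.62, standard error 0.18, adjusted p = 0.102), and Alas1, the housekeeping form of the synthase (-0.47, 0.19 and 0.220). After quantile normalization 1 member was higher, Slc25a39, a mitochondrial carrier named after its values were seen (log2 fold change 0.33, adjusted p = 0.0343 from limma), and camera placed the list above the other genes, at a median of 0.13 (adjusted p = 0.0497). The heme median was -0.01 with fluidics station as a block and 0.10 and -0.02 within stations 1 and 2 (over all settings from -0.06 (median-centred arrays) to 0.13 (quantile normalization)).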

No significant differences were observed for most genes involved in heme biosynthesis including ALAS-2 and alpha and beta globin chains–which as expected were among the most highly expressed transcripts in erythroblasts (figure 2). A single transcript (Riken cDNA A230051G13) encoding a putative aminomethyltransferase involved in heme biosynthesis was expressed at higher levels in Sod2^+/+^ cells (see supplemental figure S2). 

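The transcript A230051G13Rik, now named Iba57 and known for a late step of mitochondrial iron-sulfur cluster assembly, had a log2 value of 7.71 ± 0.25 (SD, n = 4) in Sod2+/+ and 7.13 ± 0.12 (SD, n = 3) in Sod2-/- erythroblasts. Its log2 fold change was -0.58 (standard error 0.13, 1.49-fold lower in Sod2-/-, adjusted p = 0.0554 from limma), which did not pass the threshold, and its lowest adjusted p without any 1 array was 0.0545. It was -0.53 (adjusted p = 0.0537) with fluidics station as a block and -0.64 and -0.46 within stations 1 and 2. A second Iba57 probe set had a log2 fold change of -0.18 (standard error 0.18, adjusted p = 0.648).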

Two genes involved in iron metabolism, transferrin receptor (Tfrc) and ATP binding cassette family member b7 (ABCb7) were differentially expressed. *Tfrc*, the cellular gatekeeper for iron, was expressed at higher levels in Sod2^-/-^ cells (figure 4) at both the mRNA and protein levels. 

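Tfrc, the receptor that takes up transferrin-bound iron, is measured by 3 probe sets, and all 3 were higher in every Sod2-/- array than in every Sod2+/+ array. The brightest had a log2 value of 12.31 ± 0.08 (SD, n = 4) in Sod2+/+ and 12.51 ± 0.07 (SD, n = 3) in Sod2-/- erythroblasts, a log2 fold change of 0.20 (standard error 0.07, 1.15-fold higher, adjusted p = 0.175 from limma) that did not pass. The second had 9.57 ± 0.24 (SD, n = 4) and 10.67 ± 0.20 (SD, n = 3), a log2 fold change of 1.11 (standard error 0.14, 2.15-fold higher, adjusted p = 0.0133), and the dimmest a log2 fold change of 1.01 (standard error 0.23, adjusted p = 0.0547). The array's control probe sets for Tfrc, left out of the test over all probe sets, had log2 fold changes of 1.08 for the 3' part, 0.77 for the middle and 0.49 for the 5' part. The call of the second probe set was not past the threshold without Sod2-/- replicate 35 (0.0512), and that of the dimmest passed without Sod2+/+ replicate 33 (0.0301). With fluidics station as a block the log2 fold changes from brightest to dimmest were 0.21, 1.12 and 1.02 (adjusted p = 0.180, 0.0235 and 0.0868). They were 0.22, 0.79 and 0.61 within station 1 and 0.21, 1.34 and 1.3 within station 2.

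**Figure D2:**
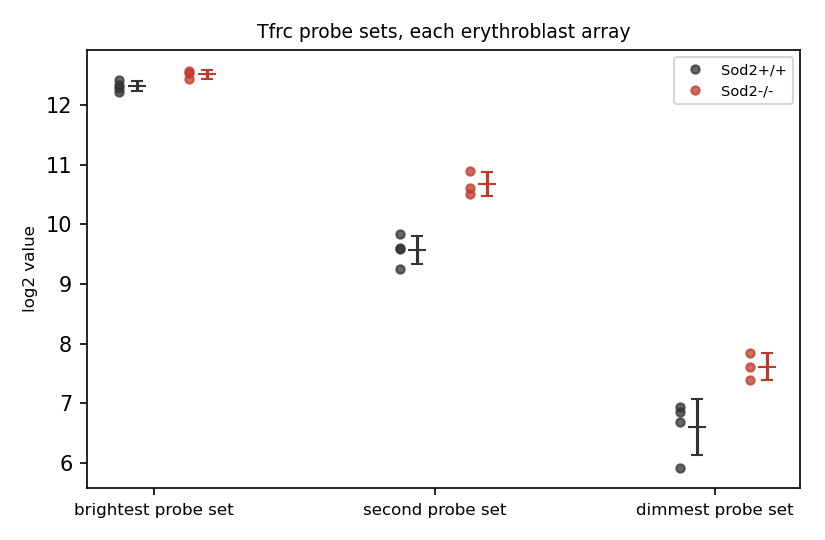
Log2 values of the 3 Tfrc probe sets (vertical axis, log2 units) in Sod2+/+ (dark, n = 4) and Sod2-/- (red, n = 3) arrays, from the brightest to the dimmest probe set (horizontal axis). Points are arrays, and bars are the mean ± SD. The genotype difference is 0.20 in the brightest probe set and 1.11 in the second.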

*ABCb7*, previously shown to be mutated in X-linked sideroblastic anemia with ataxia (XLSA/A—OMIM 301310) is decreased in Sod2^-/-^ cells (1.6 fold decrease, p = 0.02, unpaired t test). No other genes associated with iron metabolism, heme biosynthesis or hereditary sideroblastic anemia showed significantly different expression between groups. (supplemental figure S2 shows expression heat maps and the list of genes from these analyses).

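Of 21 measured genes of iron uptake, storage and regulation, 1 rose and 1 fell by limma (1 and 8 when adjusted over the list alone, 2 and 9 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of -0.17 (camera adjusted p = 0.0943, adjusted p = 0.251 with an estimated correlation). Ncoa4, which delivers ferritin for degradation, rose (log2 fold change 0.44, standard error 0.10, 1.36-fold higher, adjusted p = 0.0498), and Pcbp1, an iron chaperone, fell (log2 fold change -0.56, standard error 0.10, 1.47-fold lower, adjusted p = 0.0267). Neither reached the 1.5-fold change that the paper applied to iron genes. Fth1, the ferritin heavy chain, had a log2 fold change of 0.03 (adjusted p = 0.881), and Slc40a1, the iron exporter ferroportin, of -0.67 (adjusted p = 0.0949). Ncoa4 was not past the threshold without Sod2+/+ replicates 17, 29, 33 and 37 (0.0956, 0.0897, 0.0860 and 0.111) and Sod2-/- replicates 35 and 39 (0.166 and 0.131). Pcbp1 was not past it without Sod2+/+ replicates 29 and 37 (0.0565 and 0.0727) and Sod2-/- replicates 31, 35 and 39 (0.0517, 0.0945 and 0.0630). The list's count of lower genes was 1, 0, 2, 0, 1, 0 and 0 and that of higher genes 0, 0, 0, 0, 1, 0 and 0 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. The station block gave 0 higher and 1 lower genes at a median of -0.14, and the medians were -0.11 and -0.13 within stations 1 and 2, -0.09 without Sod2+/+ replicate 29 and -0.09 after quantile normalization (over all settings from -0.22 (bright probe sets alone) to -0.06 (without Sod2-/- replicate 39)). Of the hereditary sideroblastic anemia genes that the paper names, 4 were measured here, and limma called 0 of them (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by the methods' t-test; camera adjusted p = 0.734). Besides Alas2 they are Pus1, which makes pseudouridine in RNA (log2 fold change -0.13, standard error 0.14, adjusted p = 0.672), Glrx5, a mitochondrial glutaredoxin (0.02, 0.07 and 0.904), and Slc25a38, a mitochondrial glycine carrier (-0.04, 0.12 and 0.893). Their median was -0.01, and 0.01 with fluidics station as a block. Within stations 1 and 2 it was 0.01 and 0.00, and 0.09 after quantile normalization (over all settings from -0.05 (median-centred arrays) to 0.09 (quantile normalization)).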

**Figure 4:**
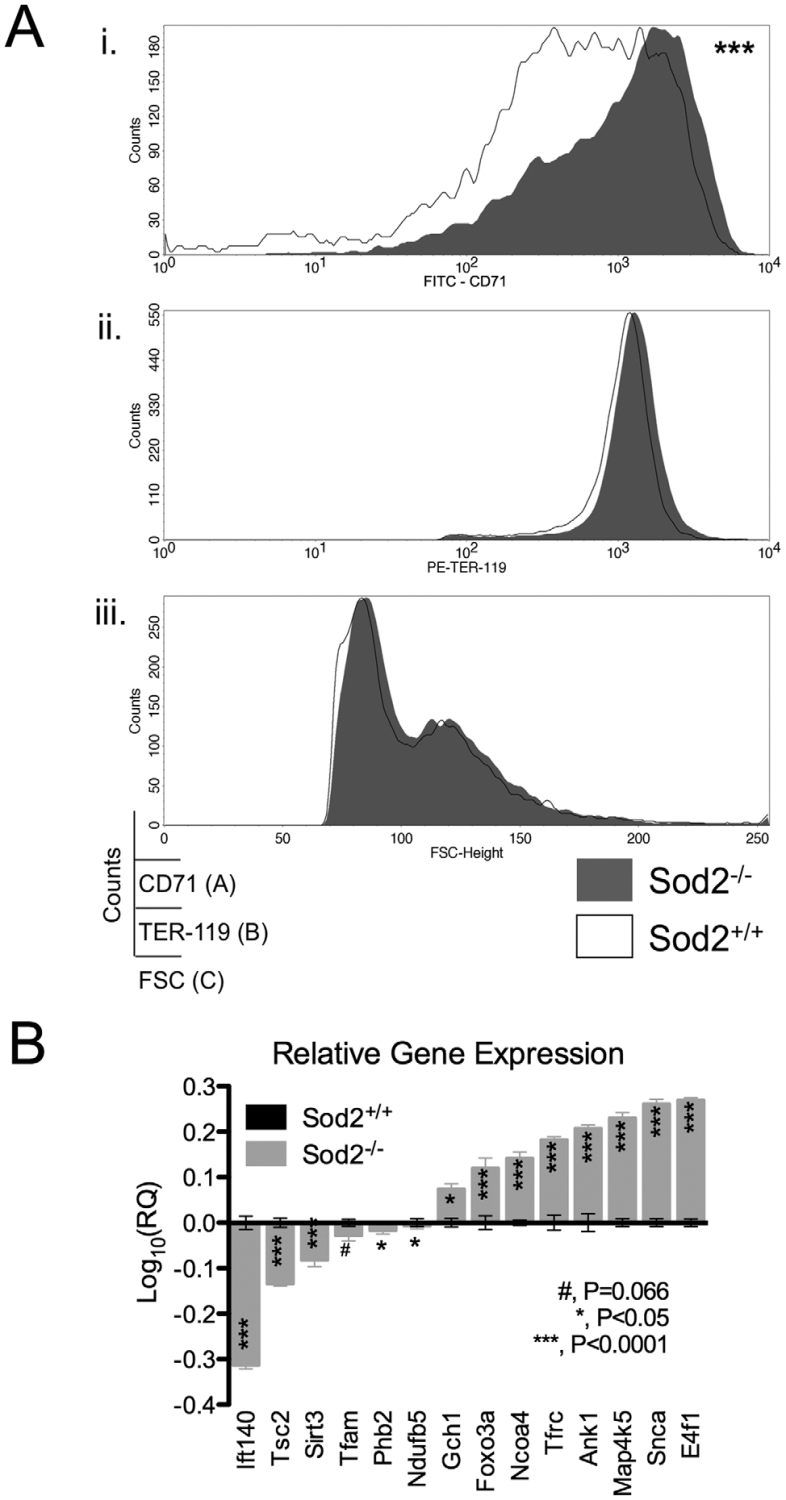
Validation of Microarray Results at Protein Level (CD71) and by qPCR. **A**. Transferrin Receptor Expression: Smoothed histograms excluding dead cells display (**i**) CD71, (**ii**) TER-119, (**iii**) FSC height *vs.* cell counts. Bone marrow cell suspensions were labeled with anti-TER-119, -CD71 or isotype control mAbs plus propidium iodide, and were assayed by FACS. Events were gated on FSC^Med-Hi^ PI^-^ TER-119^+^ cells. Staining specificity was determined by comparison with staining using an isotype control mAb for CD71 (not shown). Sod2^+/+^ and Sod2^-/-^ cells express similar levels of TER-119 antigen (1319±145.30 *vs.* 1352±140.60) and have similar forward scatter profiles (103.80±1.35 *vs.* 106.50±1.64), yet Sod2^-/-^ cells show a 1.6-fold increase in transferrin receptor 1 (CD71) expression (528.80±51.07 *vs.* 851.10±57.29, Sod2^+/+^ *vs.* Sod2^-/-^). This increase appears to represent both a developmental shift (see figure 1A), and an increase in absolute expression within individual cells. Values presented are geometric mean fluorescence intensity (Geo MFI) ± SEM; Sod2^-/-^, N = 20; Sod2^+/+^, N = 17; ***, P<0.0001. **B.** qPCR validation of microarray study: Graph shows the relative expression of 14 transcripts determined by qPCR. Expression levels in Sod2^-/-^ erythroblasts (grey) are presented relative to Sod2^+/+^ samples as calibrator (black); the latter being given an expression level of 1 (Log_10_(1) = 0), Log_10_ transformed and vertically stacked. TaqMan assays were chosen so that they covered a wide range of expression from the most down-regulated to the most up-regulated transcripts in Sod2^-/-^ erythroblasts. Results were normalized to the expression of eukaryotic 18S rRNA as endogenous control. 13/14 transcripts were significantly different between Sod2^+/+^ and Sod2^-/-^ samples. All transcripts showed the expected direction of differential expression based upon microarray results. RQ, relative quantity (X axis); mean ± SEM; N = 4 biological replicates *per* genotype, run in technical triplicates; figure indicates p values from unpaired, 2 tailed t test.

### Microarray validation at the transcript and protein levels

Expression at the gene and protein level of CD71, transferrin receptor, was of particular interest as SOD2 deficient cells, similar to sideroblasts in patients with SA, show iron overload in the presence of an obvious defect in iron utilization. The higher expression of *Tfrc* found in Sod2^-/-^ erythroblasts was verified both by FACS analysis of CD71 surface expression on bone marrow cell suspensions (figure 4a) and by qPCR (figure 4b). Increased expression of CD71 was not due to differences in cell size, as normal and SOD2 deficient erythroid cells showed similar forward scatter profiles and expressed comparable amounts of the Ter119 surface antigen, yet showed a 1.6 fold increase in transferrin receptor 1 (CD71) surface expression, when comparing geometric means of fluorescence intensity values.

Array data were validated by performing TaqMan Gene Expression Assays on total RNA samples from independently prepared TER-119^+^ CD71^+^ erythroblasts. 13/14 transcripts tested by qPCR showed significant differential expression between Sod2^-/-^ and Sod2^+/+^ samples (2 with p<0.05, 11 with p<0.0001) and all transcripts showed the expected direction of change when comparing Sod2^-/-^ and Sod2^+/+^ cells (figure 4b). The validation set included genes with high, intermediate and low expression levels, as well as the most highly up and down regulated transcripts. Among the validation set are genes with highly differential expression, but no previously described role in red cell development or physiology—such as synuclein α *Snca*–2 fold up, intraflagellar transport protein 140 (*Ift140*—20 fold down), GTP cyclohydrolase (*Gch1*—6 fold up) and tuberous sclerosis 2 (*Tsc2*—2 fold down).

## Discussion

In this study we have evaluated gene expression changes in erythroblasts that result from knockout of the antioxidant protein SOD2 in hematopoietic tissues—a model previously shown to have many features of congenital or acquired sideroblastic anemia. Comparative FACS analysis using erythroid specific markers (Ter119 and CD71—figure 1) demonstrates a maturational shift in SOD2 deficient marrow, with more immature cells, particularly basophilic erythroblasts, relative to wild-type marrows. This is consistent with prior work showing erythroid hyperplasia in spleen and marrow of recipients of Sod2^-/-^ cells [1].

SOD2-deficiency had profound effects on transcription of genes involved in mitochondrial metabolism, with multiple transcripts encoding proteins involved in oxidative phosphorylation, ATP synthesis, TCA cycle and mitochondrial biogenesis down-regulated in Sod2^-/-^ erythroblasts (figure 3). An analogous global decline in activity was found when measuring mitochondrial respiratory complex activity in tissues of Sod2^-/-^ neonates prior to death [24], [33]. In particular, nuclear-encoded components of all 5 mitochondrial respiratory complexes showed reduced transcript levels, as did multiple enzymes in the TCA cycle. An exception was the TCA cycle enzyme phosphoenolpyruvate carboxykinase 2 (Pck), that showed an increase in expression in SOD2 deficient cells. Pck converts the TCA cycle anion oxaloacetate to phosphoenolpyruvate, which can in turn be converted to pyruvate by pyruvate kinase (PK) or to glucose. Increased expression of Pck2 suggests that substrates are being shunted away from the TCA cycle toward glycolysis/gluconeogenesis in Sod2^-/-^ cells [34].

A major mechanism underlying the development of mitochondria-related diseases is thought to be an increase in intracellular oxidative stress resulting from impairment of the mitochondrial electron transport chain (ETC) [35], [36]. Our microarray results show that in the context of SOD2 deficiency, oxidant stress leads to a broad down-regulation of genes encoding components of the respiratory chain. This may be due to a direct effect of superoxide on a signaling pathway between the nucleus and mitochondria, or may result from a decline in the function of oxidant sensitive components of the electron transport chain (such as Fe:S containing proteins)—resulting in a metabolic imbalance that triggers mitochondrial-to-nuclear communication.

Widespread down regulation of expression of nuclear encoded mitochondrial genes/proteins suggests engagement of a feedback loop controlling transcription of nuclear-encoded mitochondrial proteins. Candidate components of such a feedback loop include the related nuclear coactivators PGC1α, PGC1β and PPRC1, which regulate expression of many proteins involved in oxidative phosphorylation and mitochondrial biogenesis [37], [38], [39], including many genes in the set of down regulated messages in Sod2^-/-^ erythroblasts. A prior study investigating erythroid development from hematopoietic stem cells deficient in the tumor suppressor Rb implicated PGC1β as a regulator of erythroid development [40]. 

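Ppargc1a, which encodes the coactivator PGC1α, had a log2 value of 3.84 ± 0.17 (SD, n = 4) in Sod2+/+ and 4.03 ± 0.12 (SD, n = 3) in Sod2-/- erythroblasts on the arrays (log2 fold change 0.18, standard error 0.11, adjusted p = 0.393 from limma). Ppargc1b, which encodes PGC1β, had 4.05 ± 0.17 (SD, n = 4) and 4.08 ± 0.20 (SD, n = 3), with a log2 fold change of 0.03 (standard error 0.12, adjusted p = 0.939). Both probe sets lie under the median of all probe sets, which is 4.48 on the log2 scale, so that these arrays have little power to show a difference. In Sod2+/+ replicate 29 the Ppargc1b value stood apart from the other Sod2+/+ values. Neither gene passed without any 1 array. Among 11 measured regulators of mitochondrial biogenesis, 1 fell and 0 rose by limma (2 and 0 when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median of -0.01 (camera adjusted p = 0.261, adjusted p = 0.527 with an estimated correlation). The gene that fell is Sirt3, a mitochondrial deacetylase (log2 fold change -0.61, standard error 0.11, 1.53-fold lower, adjusted p = 0.0271), which was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0551 and 0.0721) and Sod2-/- replicates 35 and 39 (0.0869 and 0.0668). The median of the regulators was -0.03 with fluidics station as a block, -0.10 and -0.16 within stations 1 and 2 and -0.02 after quantile normalization (over all settings from -0.33 (bright probe sets alone) to 0.01 (without Sod2+/+ replicate 37)), with -0.13 without Sod2+/+ replicate 17 and -0.08 without Sod2+/+ replicate 33.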

PGC1α and PGC1β transcript levels were very low in erythroblasts and did not differ between normal and Sod2^-/-^ cells either in microarray or subsequent qPCR experiments (data not shown). 

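Pprc1, the PGC1-related coactivator, had a log2 value of 6.51 ± 0.26 (SD, n = 4) in Sod2+/+ and 5.74 ± 0.71 (SD, n = 3) in Sod2-/- erythroblasts. This is a log2 fold change of -0.77 (standard error 0.29, 1.70-fold lower in Sod2-/-, adjusted p = 0.191 from limma), which did not pass the threshold with all 7 arrays or without any 1 of them (lowest adjusted p = 0.106). The spread between the Sod2-/- arrays was wide, with log2 values of 6.27, 6.02 and 4.93 in replicates 31, 35 and 39. With fluidics station as a block the log2 fold change was -0.69 (adjusted p = 0.224), and it was -0.37 within station 1 and -0.90 within station 2.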

Expression of the related coactivator, PPRC1 [37] was both higher, and differential when comparing Sod2^-/-^ and normal erythroblasts on microarray (1.6 fold > in Sod2^+/+^ vs. Sod2^-/-^, P<0.05) implicating PPRC1 as a candidate regulator of mitochondrial biogenesis during erythroid development. While microarray analysis does not assess transcription of mitochondrial DNA-encoded subunits of the respiratory chain, we also found reduced expression (1.8-fold, with adjusted P<0.02) of the critical nuclear encoded mitochondrial transcription factor A (*Tfam*) in Sod2^-/-^ erythroblasts. 

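Tfam, which packages mitochondrial DNA and starts its transcription, had a log2 value of 5.80 ± 0.24 (SD, n = 4) in Sod2+/+ and 4.99 ± 0.13 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.82, standard error 0.13, 1.76-fold lower, adjusted p = 0.0233 from limma). All 3 Sod2-/- arrays were below all 4 Sod2+/+ arrays. The call was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0592 and 0.0577) and Sod2-/- replicates 35 and 39 (0.0830 and 0.0600), and with fluidics station as a block the log2 fold change was -0.81 (adjusted p = 0.0402). It was -0.63 within station 1 and -0.93 within station 2. Of 16 measured genes of mitochondrial DNA maintenance and transcription, Tfam among them, 3 fell and 0 rose by limma (6 and 0 when adjusted over the list alone, 7 and 1 at an unadjusted p under 0.05, 0 by the methods' t-test). The other two were Slirp, which stabilises mitochondrial messenger RNA (log2 fold change -0.97, standard error 0.18, 1.96-fold lower, adjusted p = 0.0310), and Mtpap, the mitochondrial poly(A) polymerase (log2 fold change -0.71, standard error 0.15, 1.63-fold lower, adjusted p = 0.0428). The median of the list was -0.31 (camera adjusted p = 0.00373; adjusted p = 0.251 with an estimated correlation), and it was -0.29 with fluidics station as a block, -0.30 and -0.26 within stations 1 and 2 and -0.24 after quantile normalization (over all settings from -0.37 (without Sod2+/+ replicate 17) to -0.17 (an offset of 32)), and -0.20 without Sod2+/+ replicate 29. Slirp was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0775 and 0.0833) and Sod2-/- replicates 31 and 35 (0.0635 and 0.104), and Mtpap without Sod2+/+ replicates 17, 29 and 33 (0.0544, 0.0867 and 0.0626) and Sod2-/- replicates 31, 35 and 39 (0.0942, 0.0977 and 0.107). The count was 2, 0, 2, 1, 1, 0 and 1 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. Tfam is a gene the paper reports from these arrays and is not independent evidence for the list.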

*Tfam* is required for the expression of mitochondrial DNA-encoded genes, and is itself a target of PGC1α [41] and, by analogy, a potential target of related family members PGC1β and PPRC1. One prediction that follows from decreased expression of Tfam would be a global decrease in expression of mitochondrial encoded protein subunits of the ETC in SOD2 deficient cells. Also consistent with the theme of decreased mitochondrial biogenesis is the statistically significant, but modest (1.2 to 1.6 fold) decrease in transcription of multiple nuclear encoded mitochondrial ribosomal protein genes in Sod2^-/-^ cells (supplementary figure S1).

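Among the mitochondrial ribosomal protein genes past a 1.2-fold change, the lower folds ran from 1.27 to 2.18, and 20 genes were lower by at least 1.5-fold in at least 1 probe set. In the 78 genes of the list, 72 had a log2 fold change below 0 and 6 above 0, and 0 of these 6 rose (0 at an unadjusted p under 0.05 by limma, 0 by the methods' t-test). The paper places the lower mitochondrial ribosomal protein transcripts with a decrease of mitochondrial biogenesis.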

Like human sideroblasts, SOD2 deficient erythroblasts do not effectively utilize iron creating a paradoxical situation in which cells are functionally iron-deficient despite (intramitochondrial) iron overload. Microarray data revealed two differentially expressed transcripts involved in iron homeostasis, *Tfrc*–encoding transferrin receptor 1–that is expressed at higher levels in Sod2^-/-^ cells (figure 4b), and *ABCb7*—a mitochondrial membrane localized solute transport protein necessary for iron:sulfur cluster biogenesis. Increased expression of *Tfrc* is likely to facilitate the observed dramatic increase in iron content of SOD2 deficient cells by enhancing iron delivery. In both figure 1A and figure 4A, we show increased Tfrc protein expression by flow cytometric assay in SOD2 deficient erythroid progenitors. This increased expression reflects both the over-representation of basophilic erythroblasts (which are CD71 high by definition) in the SOD2 deficient marrow, and an incremental increase of Tfrc expression within Sod2^-/-^ cells at this developmental stage. This incremental increase in Tfrc expression may be mediated by changes in intracellular iron regulatory protein function. Decreased expression of *ABCb7* (down-regulated in SOD2 deficient cells 1.7-fold) may also exert an effect on iron metabolism through a reduction in Fe:S cluster assembly—and thereby impact iron homeostasis by altering the level of iron regulatory protein 1 (IRP1). Under conditions of iron deficiency, IRP1 activity increases as the apo protein (lacking an Fe:S cluster) accumulates. IRP's bind to regulatory sequences in the *Tfrc* mRNA 3′ untranslated region and stabilize the messenger RNA—promoting production of transferrin receptor protein [42], [43], [44] thereby increasing iron delivery. Decreased transcription of *ABCb7* has been reported in CD34^+^ cells isolated from MDS patients with idiopathic acquired SA (RARS), suggesting that ABCb7 is a critical, perhaps necessary target for the derangement of iron metabolism that leads to generation of ringed sideroblasts [45]. 

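Ciao1, a member of the cytosolic machinery that hands iron-sulfur clusters to target proteins, had a log2 value of 7.59 ± 0.17 (SD, n = 4) in Sod2+/+ and 6.95 ± 0.03 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.64, standard error 0.10, 1.56-fold lower, adjusted p = 0.0209 from limma). It was not past the threshold without Sod2+/+ replicate 37 (0.0577) and Sod2-/- replicates 35 and 39 (0.0738 and 0.0529). With fluidics station as a block its log2 fold change was -0.63 (adjusted p = 0.0356), with -0.65 within station 1 and -0.61 within station 2. Of 22 measured genes of iron-sulfur cluster assembly, 5 fell and 0 rose by limma (13 and 0 when adjusted over the list alone, 13 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test). Their median was -0.40 (camera adjusted p = 4.38e-05; adjusted p = 0.251 with an estimated correlation), and it was -0.40 with fluidics station as a block, -0.25 and -0.40 within stations 1 and 2 and -0.26 after quantile normalization (over all settings from -0.44 (median-centred arrays) to -0.21 (the mean of all probe sets of a gene)). Ciao2a (log2 fold change -0.78, standard error 0.15, 1.72-fold lower, adjusted p = 0.0351) and Nubp2 (log2 fold change -0.71, standard error 0.15, 1.63-fold lower, adjusted p = 0.0402), further members of the cytosolic machinery, also fell, as did Ciapin1 and Lyrm4, with log2 fold changes of -0.37 and -0.63. Glrx3, a cytosolic glutaredoxin outside the list, had a log2 fold change of 0.18 (standard error 0.09, adjusted p = 0.325). Ciao2a was not past the threshold without Sod2+/+ replicates 29 and 37 (0.0928 and 0.0639) and Sod2-/- replicates 31, 35 and 39 (0.0690, 0.120 and 0.0686), and Nubp2 without Sod2+/+ replicates 17, 29, 33 and 37 (0.0722, 0.0748, 0.0509 and 0.0785) and Sod2-/- replicates 35 and 39 (0.132 and 0.0948). The cluster assembly count was 2, 1, 3, 0, 4, 0 and 1 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn.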

Interestingly, we find that *Ciao1* [46], [47], a gene encoding a second protein required for a late step of iron:sulfur cluster assembly, is also down-regulated in Sod2^-/-^ cells (1.6-fold; p<0.0005 unpaired t test). The same argument can be made that reduced Ciao1 activity has potential to alter erythroid iron metabolism by tipping the balance toward generation of the apo protein, IRP1.

At the level of gene expression profiling, the most prominent effect of loss of SOD2 is a broad down-regulation of multiple aspects of mitochondrial metabolism and biogenesis. This is consistent with current knowledge regarding causes of hereditary SA—where mutations affecting proteins that localize to mitochondria, or mitochondrial DNA itself have been shown to be causal. SA is much more common later in life in the context of myelodysplasia, where etiology remains uncertain. Our results demonstrate that mitochondrial dysfunction (of diverse etiology) can be a primary event in development in SA. In Sod2^-/-^ erythroblasts oxidative stress affects erythroid-specific transcriptional mechanism(s) that regulate expression of nuclear encoded mitochondrial proteins. One consequence of such dysfunction is altered iron metabolism secondary to impaired iron:sulfur cluster synthesis resulting from down-regulation of *ABCb7* and *Ciao1*—which impacts both mitochondrial iron utilization and regulation of iron metabolism. Identification of components of the mitochondrial biogenesis pathway active during erythroid differentiation will be an important step toward improving our understanding of the etiology of SA and will provide additional insights into the relationship between mitochondrial dysfunction and development of anemia. Novel insights into pathogenesis of sideroblastic anemia may come from evaluation of the function of additional candidate genes identified as strongly differentially expressed between normal and Sod2^-/-^ erythroblasts, but with no previously defined role in erythroid development. Evaluation of these loci in both hereditary and acquired SA cases that lack mutations in previously identified SA genes may identify novel mutations associated with this disorder.

## Materials and Methods

### Ethics Statement

All animal experiments were conducted under an approved protocol (ARC 06-0339) approved by the TSRI IACUC committee. All work complies with relevant federal and state regulations concerning use of animals.

### Mice and reagents

Female B6 mice reconstituted with Sod2^+/+^ or Sod2^-/-^ HSC were generated as previously described [1]. Hematopoietic chimeric animals were tested for anemia by assaying hematocrit and reticulocyte counts. Marrow was taken from femurs, tibias, pelvic girdles and humerus after Halothane (Halocarbon Laboratories, River Edge, NJ) vapor terminal inhalation. All experiments were conducted under an approved protocol (ARC 06-339) approved by the TSRI IACUC committee. All work complies with relevant federal and state regulations concerning use of animals. All monoclonal antibodies (mAbs) were purchased from Pharmingen (BD Biosciences, San Jose, CA) save a FITC-rat IgG1, κ isotype control mAb (eBioscience, Inc., San Diego, CA). LS & LD MACS columns and MidiMACS separator units were purchased from Miltenyi Biotech (Auburn, CA, USA); and phenol red–free RPMI 1640 media from Invitrogen (Carlsbad, CA, USA). Propidium iodide (PI) and Hybri-Max RBC lysing buffer were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Erythroblast sorting for microarray

Bone marrow cell suspensions were labeled with a purified anti-CD16/32 mAb for cell surface Fc fragment receptors (FcR) saturation, FITC-conjugated anti-CD71 and PE-conjugated anti-TER-119 mAbs in ice-cold fluorescence-activated cell sorting (FACS) buffer (2 mM EDTA: 0.5% BSA: PBS). Cells were resuspended in sorting buffer (1 mM EDTA: 25 mM HEPES: 1% FCS: 10 µg/ml PI: PBS). Two pairs of Sod2^+/+^ and Sod2^-/-^ samples were sorted in parallel using two FACSDiva and two FACSAria sorters (BD Biosciences). Ter119^+^, CD71^+^ erythroblasts corresponding to gate R4 in Figure 1C were used for microarray analysis.

### Positive selection of TER-119^+^ erythroid progenitors for quantitative real-time RT-PCR (qPCR)

RBC-depleted bone marrow cell suspensions were labeled with a biotinylated TER-119 mAb; TER-119^+^ cells were pulled down with streptavidin MicroBeads (Miltenyi Biotec) according to the manufacturer's instructions. Purity and cell morphology were evaluated by FACS analysis and microscopic examination of Wright-Giemsa-stained sorted cells cytospun onto slides, respectively. Ter-119^+^ cells represented 85.78%±1.6% of magnetically-purified cells from whole marrow suspensions with 81.94%±3.23% viability (N = 7; trypan blue exclusion; not shown). We extracted and average of 8.29 (±1.16) micrograms total RNA from 18.82 (±3.90)×10^6^ purified erythroid progenitors (N = 7; not shown) as material for validation using RT-qPCR reactions.

### FACS analysis

Cell suspensions were labeled with purified anti-CD16/32 (FcR saturation), FITC-conjugated anti-CD71 and PE-conjugated anti-TER-119 mAbs in ice-cold FACS buffer. 10 µg/ml PI was added prior to analysis on a FACSCalibur cytometer running CellQuest Pro (BD Biosciences). Gating distinct stages of erythroid development (figure 1A) was based upon scheme of Socolovsky [29]. Anti-CD71 labeling specificity was validated by the use of a FITC-rat IgG1, κ isotype control mAb (eBioscience, San Diego, CA*).*

### Total RNA extraction from erythroid cells

Total RNA was extracted using the RNeasy Mini kit (Qiagen, Inc., Valencia, CA) accordingly to the manufacturer's suggested protocol for isolation of Total RNA from animal cells. Briefly, we disrupted and lysed 12.65±1.90 million sorted cells (N = 8) in RLT Buffer, homogenized and sheared genomic DNA through centrifugation on QIAshredder spin columns; we performed on-column DNA digestion with the RNase-Free DNase Set (Qiagen) and eluted total RNA in RNase-free water (Sigma-Aldrich).

### Oligonucleotide arrays

All experiments were performed using GeneChip Mouse Genome 430 2.0 and GLYCOv2 oligonucleotide arrays (Affymetrix, Santa Clara, CA), as described at http://www.affymetrix.com/products/arrays/specific/mouse430_2.affx and http://www.functionalglycomics.org/static/consortium/resources/resourcecoree.shtml, respectively. GLYCOv2 oligonucleotide arrays are custom GeneChip arrays designed for the Consortium for Functional Glycomics (CFG, http://www.functionalglycomics.org/).

### RNA target preparation and array processing

#### Labeling

Total RNA from each sample was used to prepare biotinylated target RNA using standard Affymetrix protocol (http://www.affymetrix.com/support/technical/manual/expression_manual.affx) as previously described [48]. Briefly, 5 µg of total RNA was used to generate first-strand cDNA by using a T7-linked oligo(dT) primer. After second-strand synthesis, *in vitro* transcription was performed with biotinylated UTP and CTP (Enzo Life Sciences, Farmingdale, NY). **Hybridization:** the target cRNA generated from each sample was processed as *per* manufacturer's recommendation using a GeneChip Instrument System (Affymetrix). Briefly, spike controls were added to 6.7 µg and 10 µg fragmented cRNA before overnight hybridization on GLYCOv2 and 430 2.0 arrays, respectively. **Post-processing and scanning:** arrays were then washed and stained with streptavidin-phycoerythrin, before being scanned on a ScanArray 3000 (Affymetrix) using default settings and a target intensity of 250 for scaling. **Quality control (QC):** The amount and quality of starting total RNA and cRNA were checked with a ND-1000 Spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE) and an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA), respectively, and/or on formaldehyde-containing agarose gels. After scanning, array images were assessed by eye to confirm scanner alignment and the absence of significant bubbles or scratches on the chip surface. 

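On the 7 arrays analysed here, the 3' minus 5' log2 value of the Gapdh control probe sets, which grows as RNA is degraded, was 1.24, 1.25, 1.45 and 1.33 in Sod2+/+ replicates 17, 29, 33 and 37 and 1.10, 1.10 and 1.21 in Sod2-/- replicates 31, 35 and 39. The means were 1.32 ± 0.0976 (SD, n = 4) and 1.14 ± 0.0624 (SD, n = 3). For β-actin the means were 0.746 ± 0.0903 (SD, n = 4) and 0.724 ± 0.0466 (SD, n = 3), with an exact two-sided permutation p of 0.857. Neither ratio was higher in the Sod2-/- arrays.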

GAPDH and β-actin 3′/5′ ratios were confirmed to be within acceptable limits although one Sod2^-/-^ specimen, showed slight RNA degradation. Gene Sifter analyses performed with and without this 4^th^ Sod2^-/-^ sample yielded similar results, and all figures/tables are derived from a 4×4 chip comparison. BioB spike controls were found to be present on all chips, with BioC, BioD and CreX also present in increasing intensity. When scaled to a target intensity of 250 using the GeneChip Operating Software (GCOS) v1.3.037 algorithm (Affymetrix), scaling factors for all arrays were within acceptable limits (8.218-12.594 for GLYCOv2 chips, 4.089-7.955 for 430 2.0 arrays), as were background (42-68 for GLYCOv2, 48-67 for 430 2.0), Q values and mean intensities. Details of QC measures can be found at https://www.functionalglycomics.org/glycomics/publicdata/microarray.jsp, by clicking on the ‘*Raw Data*’ icon link for microarray experiment ‘*Jeff Friedman 1: Sod2 KO anemic mice*’.

#### Microarray data analysis

Data presented were generated using GeneSifter (VizX Labs, Seattle, WA) based pairwise analysis, RMA-normalized. CEL files (N = 4 Sod2^+/+^; N = 4 Sod2^-/-^) and were filtered upon the following criteria: a ±1.5 or 1.2 ratio cutoff (fold change, F.C.), *t*-test with Benjamini and Hochberg MTC to adjust for false positives, FDR [49], [50] and adjusted P value <0.05. Using these parameters, we found 476 discriminant transcripts at a ±1.5 fold change (supplement **table S1**), and 2565 at a ±1.2 fold change. 

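At a 1.2-fold change and an adjusted p under 0.05 from limma, 255 probe sets were higher and 1275 lower in Sod2-/- erythroblasts. Phb2, a prohibitin that scaffolds proteins of the inner mitochondrial membrane, was among the most even of the lower ones, with a log2 value of 9.28 ± 0.03 (SD, n = 4) in Sod2+/+ and 8.65 ± 0.05 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.63, standard error 0.06, 1.54-fold lower, adjusted p = 0.00543), and it passed without each of the 7 arrays in turn. Counts at 1.2-fold are given as higher and lower. They were 146 and 694, 84 and 219, 171 and 1149 and 63 and 179 without Sod2+/+ replicates 17, 29, 33 and 37. Without Sod2-/- replicates 31, 35 and 39 they were 159 and 1002, 45 and 98 and 86 and 414 in turn. With fluidics station as a block they were 150 and 744. The methods' t-test with equal variances called 1 higher and 3 lower after adjustment, among them Ift140 and Phb2, and 1070 higher and 3493 lower probe sets passed 1.2-fold at its unadjusted p under 0.05. Its unequal-variance form called 0 after adjustment (5643 probe sets at an unadjusted p under 0.05).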

MIAME-compliant data discussed in this publication has been deposited at the CFG (https://www.functionalglycomics.org/glycomics/publicdata/microarray.jsp; GLYCOv2 arrays), in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession number GSE8726 (Mouse Genome 430 2.0 arrays). Gene ontology and KEGG pathway analyses were performed in GeneSifter to identify affected pathways. The entire gene expression dataset (unfiltered for threshold or statistical significance) was used to query expression of sets of genes of interest (for example: heme biosynthesis, sideroblastic anemia, iron metabolism as presented in supplementary data).

#### Two-step TaqMan Gene Expression Assays

Total RNA was concentrated with a DNA100 SpeedVac Concentrator (Savant) and reverse transcribed using the High-Capacity cDNA reverse transcription (RT) kit (Applied Biosystems Inc., Foster City, CA). We performed quantitative real-time PCR (qPCR) using 30 ng cDNA template and the TaqMan Gene Expression Master Mix (ABI) in singleplex reactions on a 7900HT Fast Real-Time PCR System running SDS 2.3 (ABI) in default thermal cycling conditions and endpoint data collection. QC and amplification specificity of all targets was confirmed by melting curve analysis. Data analysis was performed using the RQ Manager 1.2 software (ABI) in ΔΔC_t_ relative quantification mode. Eukaryotic 18S rRNA was used as endogenous control; results were expressed relative to Sod2^+/+^ samples as calibrator and being given an expression level of 1 [51]. Average Ct values for both Sod2^-/-^ and control Sod2^+/+^ samples were based on 4 biological replicates; the Ct value for each biological replicate was the average of technical triplicates. Part numbers of the used assays are shown in supplementary data **table S4**.

### Statistical analysis

Unpaired two-tailed *t*-tests were performed using GraphPad Prism (GraphPad Software, San Diego, CA); results are shown as mean ± SEM; replicate numbers (N).

## Supporting Information

Figure S1 **Heat Map of Mitochondrial Ribosomal Protein Gene Expression.** 42 Distinct nuclear encoded mitochondrial ribosomal protein genes are expressed differentially when comparing Sod2^+/+^ and Sod2^-/-^ samples. Data were filtered to display transcripts with ≥1.2 fold change and a corrected p value <0.05. Using these criteria, 43/45 significantly different transcripts are down regulated in Sod2^-/-^ erythroblasts. 3 of the listed genes appear twice and are represented by 2 distinct probe sets.
(DOC) Click here for additional data file.

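On these arrays 156 probe sets are matched to a single Mrpl or Mrps gene, the genes of the large and small subunit of the mitochondrial ribosome, and they cover 76 genes. At a 1.2-fold change and an adjusted p under 0.05 from limma, 41 probe sets of 35 genes passed, and all 41 were lower in Sod2-/- erythroblasts.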

Figure S2 **Heat Maps Showing Genes Involved in: Iron Ion Homeostatis, Heme Biosynthesis, or Etiology of Sideroblastic Anemia.** Expression of genes annotated as playing a role in iron homeostasis and heme biosynthesis is displayed for both Sod2^+/+^ and Sod2^-/-^ samples without statistical filtering for fold change or significance. When statistical filters were applied to the set of iron homeostasis genes, *ABCb7* and *Tfrc* were the only genes expressed with a fold change ≥1.5 and p value <0.05. *ABCb7* is down in Sod2^-/-^ cells, while *Tfrc* expression is up. Similarly, genes involved in heme biosynthesis are displayed without filtering on the right. When statistical filters were applied, a putative cDNA (Riken A230051G13) with a proposed role in glycine catabolism and heme biosynthesis was found to be expressed at higher levels in Sod2^+/+^ cells, meeting the same fold-change and statistical criteria. Finally, genes previously identified as mutated in hereditary sideroblastic anemia were queried for expression. Of these genes, only *ABCb7* was (again) found to be significantly differentially expressed. *Sod2* appears in the list of iron homeostasis related genes without showing differential expression. This reflects detection of expressed (but deleted for exon 3, and therefore nonfunctional [24]) mRNA in the Sod2-/- cells, as some of the probesets on the microarray for detecting this gene are outside of the deleted exons.

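Of 4 Sod2 probe sets, limma called 0 (0 at an unadjusted p under 0.05, 0 by the methods' t-test). The brightest had a log2 value of 8.43 ± 0.20 (SD, n = 4) in Sod2+/+ and 8.39 ± 0.27 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.04, standard error 0.15, adjusted p = 0.913). The other three had log2 fold changes of -0.10, 0.09 and -0.09, with adjusted p-values of 0.768, 0.540 and 0.727. Which exons each probe set covers was not analysed here.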

(DOC) Click here for additional data file.

Table S1 **List of 476 Differentially Expressed Transcripts Comparing Sod2^-/-^ and Sod2^+/+^ Erythroblast Samples.** Criteria used in filtering data were fold change ±1.5 with a corrected p value <0.05 (Benjamini and Hochberg MTC used).

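The table lists transcripts with the paper's fold change and adjusted p. Of its 476 entries, 267 could be tied by their accession to a single probe set, 58 of them higher and 209 lower in Sod2-/- erythroblasts. All 267 had the table's direction here, 200 passed an adjusted p under 0.05 from limma and 195 also a 1.5-fold change, while 2 passed the methods' t-test after adjustment. The log2 folds of the table and those found here had a Pearson r of 0.995 across the 267 entries, which are not independent replicates. The ratio of the 2 folds ran from 0.809 to 1.36. The table comes from the same experiment, so the likeness is not independent evidence.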

(DOC) Click here for additional data file.

Table S2 **KEGG Pathway Analysis of the 476 most highly differentially expressed genes.** The GeneSifter program was used to generate a list of KEGG pathways using the 476 differentially expressed transcripts (fold change ±1.5 and corrected p <0.05) from table S2 that differ between groups. The top section of table shows results for all 476 differentially expressed transcripts, the middle panel shows analysis of only those transcripts that were expressed at higher levels in Sod2^-/-^ cells, while the bottom panel shows only those transcripts that were expressed at lower levels in Sod2^-/-^ cells. In evaluating the significance of identified pathways, a Z score greater than 2 is considered significant. However, the low number of identified genes in the set of transcripts with increased expression in Sod2^-/-^ cells reduces confidence in some assignments. The strongest assignments are to metabolic pathways, splicing, and DNA repair. Several (strong) assignments are based upon overlapping gene sets (predominantly components of the oxidative phosphorylation pathway)—for instance Parkinson's and Huntington's Diseases, where a mitochondrial link to pathogenesis has been identified.
(DOC) Click here for additional data file.

Table S3 **KEGG Pathway Analysis of Entire Microarray Dataset.** As in table S3 above, GeneSifter was used to identify affected KEGG pathways utilizing the entire microarray dataset (>45,000 ‘genes’ on the Affymetrix mouse genome 430 2.0 array). This provides a much broader view of altered metabolic, signal transduction and disease processes that share patterns of gene expression change with those seen in our comparison of Sod2^+/+^ versus Sod2^-/-^ erythroblasts.
(DOC) Click here for additional data file.

Table S4 **Taqman Assays Used for qPCR Validation:** Table S4 lists the endogenous control (18S), analyzed genes and the corresponding inventoried transcript-specific assays (Applied Biosystems Inc, Foster City, CA). Assays were selected with the _m1 suffix; they are designed on exon/intron junctions and do not amplify genomic DNA.
(DOC) Click here for additional data file.

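The table names the assays of 14 genes that were measured by qPCR, of which 13 had a probe set matched to that gene alone. On the arrays 3 of these 13 rose and 6 fell by limma. Tsc2, a brake on mTOR signaling, had a log2 value of 6.14 ± 0.29 (SD, n = 4) in Sod2+/+ and 5.15 ± 0.12 (SD, n = 3) in Sod2-/- erythroblasts (log2 fold change -0.99, standard error 0.15, 1.99-fold lower, adjusted p = 0.0209), and was not past the threshold without Sod2+/+ replicate 37 (0.0510) and Sod2-/- replicates 35 and 39 (0.0580 and 0.0534). Ank1, the ankyrin of the red cell membrane, had a log2 fold change of 0.26 (standard error 0.10, adjusted p = 0.185) on its brightest probe set and of 0.84 (standard error 0.10, adjusted p = 0.0114) on another. Map4k5, a kinase of stress signaling, had 0.26 (standard error 0.13, adjusted p = 0.318) on the brightest and 0.79 (standard error 0.12, adjusted p = 0.0221) on another, which was not past the threshold without Sod2+/+ replicate 37 (0.0564) and Sod2-/- replicate 35 (0.0797). Foxo3, a transcription factor of erythroid maturation and oxidative stress, had a log2 fold change of 0.20 (standard error 0.12, adjusted p = 0.428). The methods' t-test called 2 of the 13. The number past limma was 5 without Sod2+/+ replicate 29, 4 without Sod2+/+ replicate 37, and 5 without either Sod2-/- replicate 35 or 39, and it was 8 with fluidics station as a block.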

# Supplementary material for: SOD2 Deficient Erythroid Cells Up-Regulate Transferrin Receptor and Down-Regulate Mitochondrial Biogenesis and Metabolism
**Source:** PLoS One. 2011 Feb 4;6(2):e16894. doi: 10.1371/journal.pone.0016894
**Supplement:** Figure S2 — Heat Maps Showing Genes Involved in: Iron Ion Homeostatis, Heme Biosynthesis, or Etiology of Sideroblastic Anemia. Expression of genes annotated as playing a role in iron homeostasis and heme biosynthesis is displayed for both Sod2+/+ and Sod2-/- samples without statistical filtering for fold change or significance. When statistical filters were applied to the set of iron homeostasis genes, ABCb7 and Tfrc were the only genes expressed with a fold change ≥1.5 and p value <0.05. ABCb7 is down in Sod2-/- cells, while Tfrc expression is up. Similarly, genes involved in heme biosynthesis are displayed without filtering on the right. When statistical filters were applied, a putative cDNA (Riken A230051G13) with a proposed role in glycine catabolism and heme biosynthesis was found to be expressed at higher levels in Sod2+/+ cells, meeting the same fold-change and statistical criteria. Finally, genes previously identified as mutated in hereditary sideroblastic anemia were queried for expression. Of these genes, only ABCb7 was (again) found to be significantly differentially expressed. Sod2 appears in the list of iron homeostasis related genes without showing differential expression. This reflects detection of expressed (but deleted for exon 3, and therefore nonfunctional [24]) mRNA in the Sod2-/- cells, as some of the probesets on the microarray for detecting this gene are outside of the deleted exons.

**Figure S2**
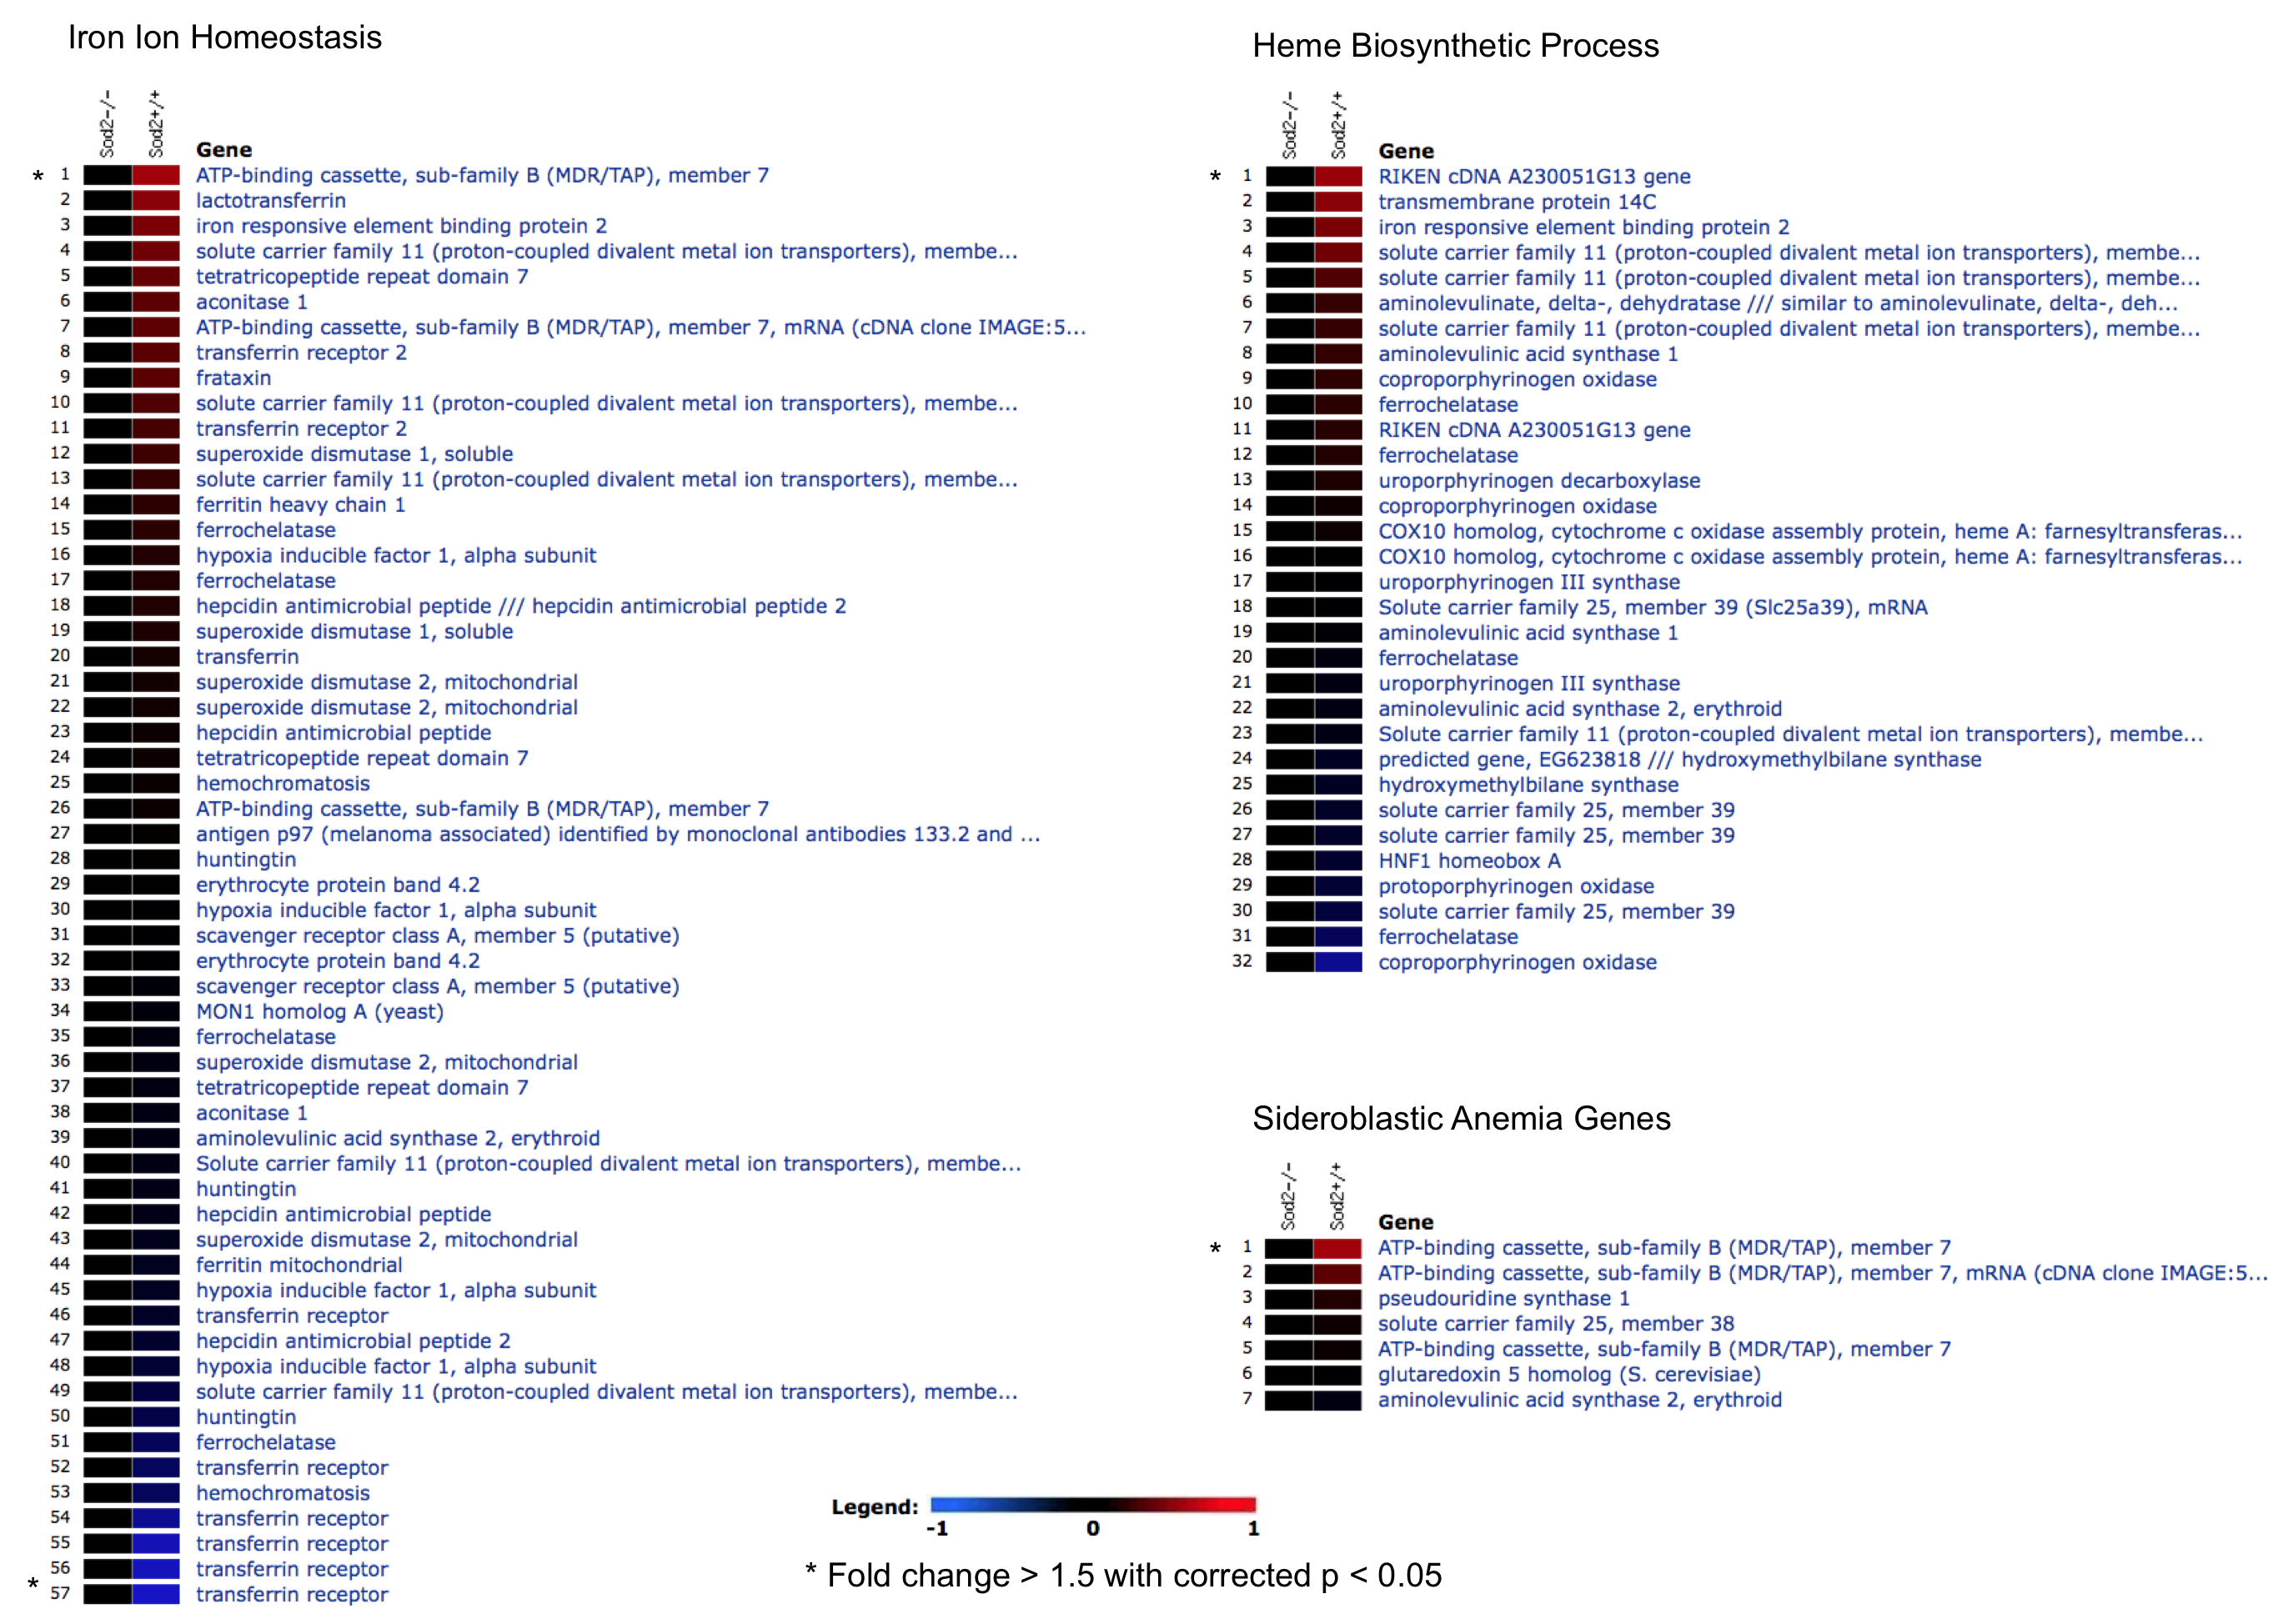
.

**Figure S2.** **Heat Maps Showing Genes Involved in: Iron Ion Homeostatis, Heme Biosynthesis, or Etiology of Sideroblastic Anemia**

# Supplementary material for: SOD2 Deficient Erythroid Cells Up-Regulate Transferrin Receptor and Down-Regulate Mitochondrial Biogenesis and Metabolism
**Source:** PLoS One. 2011 Feb 4;6(2):e16894. doi: 10.1371/journal.pone.0016894
**Supplement:** Table S1 — List of 476 Differentially Expressed Transcripts Comparing Sod2-/- and Sod2+/+ Erythroblast Samples. Criteria used in filtering data were fold change ±1.5 with a corrected p value <0.05 (Benjamini and Hochberg MTC used).

**Table S1. List of 476 Differentially Expressed Transcripts Comparing Sod2-/- and Sod2+/+ Erythroblast Samples**.

# Supplementary material for: SOD2 Deficient Erythroid Cells Up-Regulate Transferrin Receptor and Down-Regulate Mitochondrial Biogenesis and Metabolism
**Source:** PLoS One. 2011 Feb 4;6(2):e16894. doi: 10.1371/journal.pone.0016894
**Supplement:** Table S2 — KEGG Pathway Analysis of the 476 most highly differentially expressed genes. The GeneSifter program was used to generate a list of KEGG pathways using the 476 differentially expressed transcripts (fold change ±1.5 and corrected p <0.05) from table S2 that differ between groups. The top section of table shows results for all 476 differentially expressed transcripts, the middle panel shows analysis of only those transcripts that were expressed at higher levels in Sod2-/- cells, while the bottom panel shows only those transcripts that were expressed at lower levels in Sod2-/- cells. In evaluating the significance of identified pathways, a Z score greater than 2 is considered significant. However, the low number of identified genes in the set of transcripts with increased expression in Sod2-/- cells reduces confidence in some assignments. The strongest assignments are to metabolic pathways, splicing, and DNA repair. Several (strong) assignments are based upon overlapping gene sets (predominantly components of the oxidative phosphorylation pathway)—for instance Parkinson's and Huntington's Diseases, where a mitochondrial link to pathogenesis has been identified.

**Table S2. KEGG Pathway Analysis of the 476 most highly differentially expressed genes.**

# Supplementary material for: SOD2 Deficient Erythroid Cells Up-Regulate Transferrin Receptor and Down-Regulate Mitochondrial Biogenesis and Metabolism
**Source:** PLoS One. 2011 Feb 4;6(2):e16894. doi: 10.1371/journal.pone.0016894
**Supplement:** Table S3 — KEGG Pathway Analysis of Entire Microarray Dataset. As in table S3 above, GeneSifter was used to identify affected KEGG pathways utilizing the entire microarray dataset (>45,000 ‘genes’ on the Affymetrix mouse genome 430 2.0 array). This provides a much broader view of altered metabolic, signal transduction and disease processes that share patterns of gene expression change with those seen in our comparison of Sod2+/+ versus Sod2-/- erythroblasts.

**Table S3. KEGG Pathway Analysis of Entire Microarray Dataset.**

# Supplementary material for: SOD2 Deficient Erythroid Cells Up-Regulate Transferrin Receptor and Down-Regulate Mitochondrial Biogenesis and Metabolism
**Source:** PLoS One. 2011 Feb 4;6(2):e16894. doi: 10.1371/journal.pone.0016894
**Supplement:** Table S4 — Taqman Assays Used for qPCR Validation: Table S4 lists the endogenous control (18S), analyzed genes and the corresponding inventoried transcript-specific assays (Applied Biosystems Inc, Foster City, CA). Assays were selected with the _m1 suffix; they are designed on exon/intron junctions and do not amplify genomic DNA.

**Table S4. Taqman Assays Used for qPCR Validation**

| **Assay ID** | **Gene Symbol** | **Gene Name** | **Amplicon length** |
| --- | --- | --- | --- |
| 4333760F | 18S | Eukaryotic 18S rRNA Endogenous Control | 187 |
| Mm00441941_m1 | Tfrc | transferrin receptor | 66 |
| Mm00447333_m1 | Snca | synuclein, alpha | 74 |
| Mm00447485_m1 | Tfam | transcription factor A, mitochondrial | 81 |
| Mm00452592_m1 | Ndufb5 | NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 5 | 83 |
| Mm00482889_m1 | Ank1 | ankyrin 1, erythroid | 62 |
| Mm00506532_m1 | Ift140 | intraflagellar transport 140 homolog (Chlamydomonas) | 89 |
| Mm00514993_m1 | Gch1 | GTP cyclohydrolase 1 | 101 |
| Mm00522438_m1 | Map4k5 | mitogen-activated protein kinase kinase kinase kinase 5 | 63 |
| Mm00451095_m1 | Ncoa4 | nuclear receptor coactivator 4 | 69 |
| Mm00452129_m1 | Sirt3 | sirtuin 3 (*S. cerevisiae*) | 60 |
| Mm00442004_m1 | Tsc2 | tuberous sclerosis 2 | 77 |
| Mm00468177_m1 | E4f1 | E4F transcription factor 1 | 143 |
| Mm00476104_m1 | Phb2 | prohibitin 2 | 102 |
| Mm00490673_m1 | Foxo3a | forkhead box O3a | 57 |

How the deposited data were processed for this re-analysis (not part of the article)

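Gene expression was measured in TER-119+ CD71+ erythroblasts sorted from mice reconstituted with Sod2+/+ or Sod2-/- hematopoietic stem cells, on 4 Sod2+/+ and 3 Sod2-/- Affymetrix mouse arrays. The series labels give each array its genotype and a replicate number. Whether each array holds RNA of a separate animal is not given in the sources used here, so the p-values measure only the spread between these samples. The paper reports 4 arrays of each genotype; the fourth Sod2-/- array, the GLYCOv2 arrays and the raw intensity files were not used here.

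The values as deposited are log2 values that the authors made by robust multi-array averaging (RMA), as the methods and the submitters' processing notes state; those notes also name GCOS 1.3.037 for scaling. Whether the fourth Sod2-/- array took part in the RMA run is not given in the sources used here. The values were used as deposited, without a further normalization or filter. Chip lot and fluidics station were read from the text settings that accompany each array. Of the probe sets, 64 controls were left out and 45037 were tested. The annotation used here matches 34945 of them to 1 gene, 932 to several genes and 9160 to none, and the 1-gene probe sets cover 18193 genes. Of the gene identifiers, 99.4% were found in the RefSeq table of GRCm38.p6, which gave the chromosomes.

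Sod2-/- and Sod2+/+ arrays were compared by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, genotype as the only term), with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. Every adjusted p in the text is from limma unless another test is named. Counts were made at fold changes of at least 1.2, 1.5 and 2. For genes, the probe set with the highest mean of those matched to that gene alone was used. The lists comprise 29 pathway lists and 8 lists of cell type markers, and each was tested with camera of limma, with its preset correlation of 0.01 and with a correlation estimated for each list, adjusted over the 37 lists. Shares by chromosome and of unnamed probe sets were tested by Fisher's exact test, the former adjusted over chromosomes. Markers of the other cell types were compared between the 6 types by the Kruskal-Wallis statistic with 10000 permutations of the markers. RNA quality ratios were compared by an exact two-sided permutation test. Array weights and robust fits used statmod 1.5.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

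The rule for named genes takes every gene that the paper's text, its Tables 1, 2 and S4 and the labels of Fig. 2 and Fig. 3 name and that has a probe set of its own, the 10 genes with the largest change in each direction among calls at 1.5-fold whose genotypes do not overlap, and from each list the 3 members with the largest change among those past the threshold, or the 2 largest where none passed. Not every gene taken by this rule is printed. Values in the paper's tables had been seen when the rule was written. Genes of the paper with no probe set matched to them alone are not reported here.

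The alternatives tried were the methods' t-test with equal and with unequal variances (the form used is not given in the sources used here), eBayes with trend and robust estimation, array weights, quantile normalization, centring of each array on its median, an offset of 32 added to the linear values, probe sets brighter than the median log2 value of 4.48 alone, fluidics station as a block, the mean of all probe sets of a gene, an estimated correlation in camera, and leaving out each of the 7 arrays in turn. Chip lot as a block, the chip lot of the Sod2+/+ arrays alone, and each fluidics station alone were added after the values were seen. All 35 splits of the 7 arrays into 4 and 3 were fitted in the same way. The procedure was tested on simulated data with 45037 probe sets in 10 draws of 200 changed probe sets each. There limma found 81.2% of the changed probe sets (59.4% at 1.5-fold, 86.1% at 2-fold and 98.3% at 4-fold) with 5.31% false calls, and the equal-variance form of the methods' t-test found 57.9% with 4.54% false calls. To the real arrays of single stations, 2-fold and 4-fold changes were added. With 200 changed probe sets in a draw limma found 0% of the 2-fold changes in either station and 84.5% and 94.1% of the 4-fold ones in stations 1 and 2, and with 10 in a draw 0% of the 2-fold changes and 0% and 72.8% of the 4-fold ones. Camera with its preset correlation called 0 of 740 lists without a simulated change and 20 of 20 lists lowered by 1 SD. The simulated genes are independent, and on the real arrays it called at least 1 pathway list in 33 of the other 34 splits (median 12 of 29, highest 22) and a median of 2 of 8 cell type lists, so a call with the preset correlation is weak evidence by itself. The number of arrays limits the precision of every value.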

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

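All tests of explanations in this part were chosen after the results they address had been seen; the counts over other splits of the arrays were set earlier.

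In a few Sod2+/+ groups, 1 array stood apart from the other three, its gap to the nearest value exceeding Dixon's critical value as a share of the whole range. Ppargc1b in Sod2+/+ replicate 29 (0.913; log2 value 3.79 beside 4.13 to 4.16) had an adjusted p for the genotype of 0.939, and of 0.835 without that array. Ndufv1 in Sod2+/+ replicate 29 (0.913; log2 value 9.09 beside 8.77 to 8.80), a subunit of complex I, passed at 0.0424 with all arrays and did not without replicate 29 (0.0930). Ndufa4 in Sod2+/+ replicate 29 (0.861; log2 value 10.07 beside 9.66 to 9.72) and Pdhb in Sod2+/+ replicate 29 (0.855; log2 value 9.44 beside 9.19 to 9.23) did not pass, at 0.0736 and 0.0566, or without that array, at 0.153 and 0.116. Mdh1 in Sod2+/+ replicate 33 (0.909; log2 value 8.32 beside 8.48 to 8.50) passed at 0.0211 and, without that array, at 0.0263. Uqcrfs1 in Sod2+/+ replicate 33 (0.880; log2 value 9.43 beside 9.65 to 9.68) had an adjusted p of 0.0860 and passed without replicate 33 (0.0458). Mdh1 also failed the threshold without Sod2+/+ replicates 29 and 37 (0.0567 and 0.0577) and Sod2-/- replicate 35 (0.0556) and Ndufv1 without Sod2+/+ replicates 17, 29, 33 and 37 (0.0715, 0.0930, 0.0596 and 0.0892) and Sod2-/- replicates 35 and 39 (0.123 and 0.0971). The mean of the DNA replication list stood apart in Sod2+/+ replicate 29 as well (0.896), and without that array 1 of its genes was lower, at a median of -0.46 (camera adjusted p = 1.44e-14; with all arrays and an estimated correlation 0.251). These are 6 of 174 named probe sets (3.45%), 1 of 37 list means and 0 of 2 RNA quality ratios, where chance gives about 1 in 20 groups.

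Gene lists that the paper's text does not discuss as groups also differed from the other genes by camera; the contents of its Tables S2 and S3 of pathways were not used here, and its Table 2 holds Cd79a, Cd79b and Spib of the B cell list. Mitochondrial protein import (adjusted p = 3.12e-06), interferon-stimulated genes (9.23e-08), glycolysis (0.0240), antioxidant enzymes (0.0289), and markers of B cells (7.85e-11), neutrophils (6.61e-07), eosinophils and mast cells (0.0289) and early erythroid cells (0.0326) were lower in Sod2-/- erythroblasts. Genes of ATF4 and the integrated stress response (1.12e-08), late erythroid markers (0.00135) and macrophage markers (0.0160) were higher, the last with a mean above all Sod2+/+ arrays in Sod2-/- replicate 39 alone. With an estimated correlation their adjusted p-values ran from 0.185 to 0.424. No longer past camera's threshold were the antioxidant list without Sod2+/+ replicates 29 and 37 (0.0643 and 0.0624) and Sod2-/- replicate 35 (0.0991), glycolysis without Sod2-/- replicate 35 (0.119), the early erythroid list without Sod2+/+ replicate 37 (0.0650) and Sod2-/- replicate 31 (0.0630), the eosinophil and mast cell list without Sod2+/+ replicate 37 (0.0650) and Sod2-/- replicate 31 (0.0565) and the macrophage list without Sod2-/- replicate 39 (0.217). Over the 35 splits of the arrays, which ignore fluidics station, no other split reached the number of cell type lists past camera (6, against a highest of 5). The 22 pathway lists were reached, because the split of Sod2+/+ replicates 17, 29 and 37 from the others also gave 22. That makes 2 splits with such a count, and the median of the other 34 splits was 12. No other split reached the 1530, 954 and 170 probe sets past 1.2-, 1.5- and 2-fold (at most 6 for each). The same holds for the 141 list members that were lower (at most 3). Splits that keep the number of Sod2-/- arrays of each fluidics station are 18, too few for a share under 0.05. With station kept, the splits therefore cannot exclude chance for any of these counts. Among the 18 the highest of the others was 5 for cell type lists, 21 for pathway lists, 6 for each count of probe sets and 3 for list members.

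Strong changes on the chromosome of Sod2 were seen in 7 of 82 genes past 2-fold, 1 higher and 6 lower, an 8.54% share against 4.63% of measured genes. In order from Sod2 they are E4f1, Ift140, Unkl, Pdia2 (log2 fold change -1.01), Ltb (-1.10), Nrm (-1.14) and Msh6, with 90 measured genes to the nearest, 124 to Ift140 and 774 to the farthest. DNA of the targeted stem cell strain that stayed linked to the Sod2 allele may account for them. Fisher's exact p of 0.105 neither bears this out nor excludes it, because it pools the whole chromosome and does not test nearness to Sod2. At 1.5-fold the share was 38 of 834 genes (4.56% against 2.91% elsewhere; Fisher's exact p = 0.00899, adjusted p = 0.189 over the chromosomes), with an adjusted p of 0.0132 after quantile normalization, 0.0114 with array weights, 0.000330 with fluidics station as a block, 0.00497 without Sod2+/+ replicate 29 and 0.762 without Sod2+/+ replicate 33. Of 123 measured genes between Sod2 and Ift140, 11 were called at 1.5-fold and 1 was past 2-fold. Whether calls crowd near Sod2 was not tested, and an effect of SOD2 loss on these genes stays open and untested.

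Lower transcripts of mitochondrial genes came with an excess of lower calls. An array-wide shift of bright probe sets could give that excess, since lower calls made up 55.6% after quantile normalization and 85.5% before. After that normalization the mitochondrial ribosomal protein list kept a median of -0.30 (from -0.47), with 22 of 78 genes lower by limma. This argues against such a shift as the whole cause of the lower mitochondrial ribosomal protein genes. Chip lot cannot be told apart from genotype for 2 of the 3 Sod2-/- arrays; in the 1 array of the Sod2+/+ lot, replicate 35, the mean of that list lay at -0.52 from the Sod2+/+ mean, in the other Sod2-/- arrays at -0.38 and in Sod2+/+ arrays from -0.12 to 0.08, but a single array excludes nothing, and it alone sets the list's median of -0.52 with chip lot as a block. A gradient that also separates arrays of 1 genotype, which holds 34.5% of the variance within genotypes, had an absolute r of 0.384 with the genotype difference across 18193 genes, between the bounds set for and against it, so it stays open. A larger share of immature erythroblasts in the Sod2-/- sort, as in the shift that the paper reports for marrow by flow cytometry, would raise early and lower late erythroid markers, and the medians went the other way (-0.16 and 0.13). Under every setting the early median was below 0 (-0.23 to -0.06) and the late median above 0 (0.09 to 0.21). The markers thus gave no sign of a larger immature share, but they do not exclude it. Without 1 array the adjusted p of the early list reached 0.0650. The late list mean of Sod2-/- replicate 39 (0.035) lay within the Sod2+/+ range (up to 0.079). A shift toward mature cells within the sort and a direct effect of SOD2 loss stay open and untested.

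Lower markers of other blood cells were seen although the sort on TER-119 and CD71 would remove such cells. Among markers above the median brightness the medians were -0.90 for B cells (15 of 16 below 0) and -0.91 for neutrophils (16 of 16). They were -1.35 for eosinophils and mast cells (5 of 5) and -0.02 for T and NK cells (4 of 8). For megakaryocytes the median was 0.00 (4 of 9) and for macrophages 0.18 (3 of 13). Over all 11 measured eosinophil and mast cell markers the median was -0.19, with 8 below 0 and 3 above. A larger erythroblast share in the Sod2-/- sort would lower every type alike, but the types moved apart by a permutation test of the Kruskal-Wallis statistic of their log2 fold changes (p = 0.000100, 0.000500 and 0.000500 for markers above log2 values of 4.48, 6 and 7 in Sod2+/+ arrays, and at most 0.00460 without any 1 array), which argues against it as the whole cause; markers of a type are not independent, so these p-values are too small. This was the third test tried, after camera on the macrophage list, which was higher (adjusted p = 0.0160) but not past the threshold without Sod2-/- replicate 39 (0.217), and a comparison of the types that fell with the rest, which was set aside because its groups were picked by the result. With all arrays the median above 7 was below 0 in each of the 5 types with markers (macrophages -0.26, 3 markers, and 0.24 without Sod2-/- replicate 35; megakaryocytes -0.56, 1 marker), so that a larger share as a part of the cause stays open. Fewer neutrophils, B cells or eosinophils and mast cells may each account for their part, since after removal of genotype means their markers varied together between arrays (mean r of 0.911, 0.0749 and 0.162; the 95th percentile of random lists of like brightness was 0.358, 0.0716 and 0.120), for B cells only just past it. In Sod2+/+ and Sod2-/- arrays the log2 values were 13.07 and 12.54 for S100a9, 12.77 and 12.17 for Ngp, 11.46 and 10.41 for Ighm, 11.35 and 10.78 for Lyz2 and 9.95 and 8.12 for Prg2. The study picked Cd79a, Cd79b and Spib of the B cell list from these arrays, Ltf of the neutrophil list is also in the iron list and Cpa3 in the early erythroid and the mast cell list, and a change within erythroblasts stays open and untested.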

How the results depend on the processing

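The tests run on chip lot as a block, the chip lot of the Sod2+/+ arrays alone and each fluidics station alone were chosen after the values were seen. With all arrays the counts were 1530, 954 and 170 probe sets at 1.2-, 1.5- and 2-fold. Between a main result and its alternatives, 892 comparisons kept direction and side of the threshold or stayed close. Another 69 lost the call, 14 gained one and 81, such as counts and shares of calls, moved in size. In 5 a result past its threshold turned direction, each without a call. For 248 further results, which include the 174 named probe sets and are not limited to them, the numbers were 3510, 1198, 51, 437 and 0. Turns of lists past no threshold, such as the T and NK cell, globin and heat shock lists, are not among the 5. Sign changes of named probe sets that pass no threshold numbered 33, in 7 of 174 probe sets. The mitochondrial ribosomal protein list was lower and past camera under every setting except the estimated correlation, at medians from -0.53 to -0.30 and a highest adjusted p of 3.66e-14. Signal over background limits dim probe sets, which an offset draws toward no change, and the number of arrays limits the rest. The methods describe parallel sorts of pairs of samples on more than 1 kind of sorter, but the sources used here do not assign arrays to pairs or sorters, so no paired or by-sorter test was made. The stations alone and the unequal-variance form gave no lower share, since they made no call. Single stations hold 2 Sod2+/+ arrays and 1 Sod2-/- array (assumed to vary like the others) or 2 and 2, and of changes added to 10 of their probe sets limma found 0% at 2-fold in either station and 0% and 72.8% at 4-fold in stations 1 and 2, so their counts of 0 do not show that a change was absent. The chip lot of the Sod2+/+ arrays holds 4 Sod2+/+ arrays and 1 Sod2-/- array, replicate 35, which is assumed to vary like the others, so its calls rest on that array. With eBayes with trend and robust estimation no list crossed camera's threshold, but T and NK cell markers, not past it, turned from up (0.895) to down (0.908), and the only call was lost among higher iron genes, complex IV and late erythroid markers. Except for bright probe sets alone, where fewer probe sets were tested, and settings with fewer arrays, the cause was not tested.

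With the equal-variance form of the methods' t-test, the counts at 1.2-, 1.5- and 2-fold were 4, 4 and 2, the lower share was 75%, named probe sets past the threshold numbered 2, qPCR panel genes past it numbered 2, the unnamed share of higher calls was 0% (Fisher's exact p = 1), that of lower calls was 33.3% (p = 0.495) and camera's call was lost by eosinophil and mast cell markers (0.0757) and antioxidant enzymes (0.0728). With its unequal-variance form, the counts at 1.2-, 1.5- and 2-fold were 0, 0 and 0, named probe sets past the threshold numbered 0, qPCR panel genes past it numbered 0, cell type lists past camera numbered 3 and camera's call was lost by early erythroid markers (0.0506), eosinophil and mast cell markers (0.0757), macrophage markers (0.0537), antioxidant enzymes (0.0757) and glycolysis (0.0766). With array weights, the lower share was 82.9%, 1 chromosome passed, that of Sod2 (adjusted p = 0.0114), camera's call was lost by mitosis (0.0567) and camera's call was gained by FoxO3 targets (0.0488). After quantile normalization, the lower share was 55.6%, 1 chromosome passed, that of Sod2 (adjusted p = 0.0132), camera's call was lost by early erythroid markers (0.133), antioxidant enzymes (0.291), complex II subunits (0.0779) and glycolysis (0.366), camera's call was gained by FoxO3 targets (0.00119) and heme biosynthesis (0.0497) and camera's call was lost and its direction turned in mitosis (0.967). With median-centred arrays, the lower share was 89.0% and camera's call was gained by FoxO3 targets (0.0427). With an offset of 32, the counts at 1.2-, 1.5- and 2-fold were 218, 111 and 23, the lower share was 75.7%, named probe sets past the threshold numbered 24, qPCR panel genes past it numbered 4, the unnamed share of higher calls was 37.0% (Fisher's exact p = 0.0508) and camera's call was lost by eosinophil and mast cell markers (0.0558) and antioxidant enzymes (0.0619). With bright probe sets alone, the count at 1.2-fold was 2436, camera's call was lost by early erythroid markers (0.170), antioxidant enzymes (0.136), glycolysis (0.143) and mitosis (0.231) and camera's call was gained by FoxO3 targets (0.0229). With the mean of all probe sets of a gene, camera's call was lost by antioxidant enzymes (0.123) and camera's call was gained by FoxO3 targets (0.0369). With fluidics station as a block, the counts at 1.2-, 1.5- and 2-fold were 894, 580 and 112, the lower share was 82.1%, 1 chromosome passed, that of Sod2 (adjusted p = 0.000330) and camera's call was lost by mitosis (0.0501). With chip lot as a block, the counts at 1.2- and 2-fold were 817 and 391, the lower share was 91.2%, named probe sets past the threshold numbered 54, qPCR panel genes past it numbered 5, camera's call was lost by eosinophil and mast cell markers (0.10) and camera's call was lost and its direction turned in macrophage markers (0.936). Within the chip lot of the Sod2+/+ arrays, the counts at 1.2-, 1.5- and 2-fold were 502, 502 and 312, the lower share was 91.4%, named probe sets past the threshold numbered 46, qPCR panel genes past it numbered 5 and camera's call was lost by eosinophil and mast cell markers (0.110) and macrophage markers (0.623). Within station 1, the counts at 1.2-, 1.5- and 2-fold were 0, 0 and 0, named probe sets past the threshold numbered 0, qPCR panel genes past it numbered 0, camera's call was lost by macrophage markers (0.0710) and neutrophil markers (0.441) and camera's call was lost and its direction turned in mitosis (0.293). Within station 2, the counts at 1.2-, 1.5- and 2-fold were 0, 0 and 0, named probe sets past the threshold numbered 0, qPCR panel genes past it numbered 0, camera's call was lost by early erythroid markers (0.103) and antioxidant enzymes (0.0796) and camera's call was gained by FoxO3 targets (0.0281). With an estimated correlation in camera 0 pathway and 0 cell type lists passed. Adjusted p-values were then 0.185 for B cell markers, 0.375 for early erythroid markers, 0.336 for eosinophil and mast cell markers, late erythroid markers, neutrophil markers and cytosolic ribosomal proteins, 0.388 for macrophage markers, 0.424 for antioxidant enzymes, 0.348 for glycolysis and 0.589 for mitosis, and 0.251 in the other lists that pass with the preset correlation. Leaving out 1 array at a time, the counts ran from 143 to 1320 at 1.2-fold, 138 to 936 at 1.5-fold and 64 to 259 at 2-fold, the lower share from 69.6% to 90.1%, named probe sets past the threshold from 25 to 85, qPCR panel genes from 4 to 9, chromosomes past the threshold from 0 to 1 and the adjusted p of the chromosome of Sod2 from 0.00497 to 0.762. Adjusted p-values of camera then ran from 0.0187 to 0.0650 for early erythroid markers, 0.0113 to 0.0650 for eosinophil and mast cell markers, 0.000109 to 0.217 for macrophage markers, 0.00925 to 0.322 for FoxO3 targets, 0.00650 to 0.0991 for antioxidant enzymes, 0.00127 to 0.119 for glycolysis and 0.000151 to 0.268 for mitosis.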

Differences from the paper's values

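The tests with chip lot as a block, the chip lot of the Sod2+/+ arrays alone and each fluidics station alone, and the counts at an unadjusted p, were chosen after the values were seen; every other setting named was set before the data were examined.

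For probe sets past 1.5-fold and adjusted p 0.05, the thresholds of the paper's methods, the paper's count is 476 transcripts, and 954 probe sets passed here. The paper's count is from 4 arrays of each genotype and a t-test, and the count here from 4 and 3 arrays and limma. The paper reports similar results whether or not its 4th Sod2-/- sample was included. Neither the missing array nor the test is shown to be the cause of the gap. The count fell within the bounds set for a like value with fluidics station as a block (580), without Sod2+/+ replicate 17 (683) and without Sod2-/- replicate 39 (417). Of the 267 entries of Table S1 tied to a probe set these called 135, 133 and 73, and of the 195 called with all arrays they dropped 60, 67 and 124. The count was not alike with the equal-variance (4) or unequal-variance (0) form of the methods' t-test, eBayes with trend and robust estimation (1180), array weights (805), quantile normalization (726), median-centred arrays (966), an offset of 32 (111) or bright probe sets alone (1421), or without Sod2+/+ replicates 29 (260), 33 (928) and 37 (210) and Sod2-/- replicates 31 (936) and 35 (138). Of the settings chosen after seeing the values, the chip lot of the Sod2+/+ arrays alone, with 4 Sod2+/+ arrays and 1 Sod2-/- array, gave a like count (502) but called 44 of the 267 entries of Table S1 tied to a probe set and dropped 151 of the 195 called with all arrays, while chip lot as a block (795) and each fluidics station alone (0) gave no like count.

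For lower transcripts at 1.5-fold the paper's count is 327, and 816 were found here. It was alike with quantile normalization (404), fluidics station as a block (476) and without Sod2-/- replicate 39 (347), of which quantile normalization called 162 of the 267 entries and dropped 54 of the 195. It was not with the equal-variance (3) or unequal-variance (0) form of the methods' t-test, eBayes with trend and robust estimation (1023), array weights (667), median-centred arrays (860), an offset of 32 (84) or bright probe sets alone (1232), or without Sod2+/+ replicates 17 (556), 29 (186), 33 (836) and 37 (157) and Sod2-/- replicates 31 (835) and 35 (96). The chip lot of the Sod2+/+ arrays alone, chosen after seeing the values and with the same 151 entries dropped, gave a like count (459), and chip lot as a block (725) and each station alone (0) gave none.

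For probe sets past 1.2-fold and adjusted p 0.05 the paper's count is 2565, and 1530 were found here. Bright probe sets alone gave a like count (2436). The others did not: the equal-variance (4) and unequal-variance (0) form of the methods' t-test, eBayes with trend and robust estimation (1571), array weights (1304), quantile normalization (1482), median-centred arrays (1411), an offset of 32 (218), fluidics station as a block (894), and leaving out Sod2+/+ replicates 17 (840), 29 (303), 33 (1320) and 37 (242) and Sod2-/- replicates 31 (1161), 35 (143) and 39 (500), and, chosen after seeing the values, chip lot as a block (817), the chip lot of the Sod2+/+ arrays alone (502) and each fluidics station alone (0).

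Of 84 folds compared with the paper's text, figures or Table S1, 1 was marked as different, and its direction was against the paper's. This count does not show that the other folds were alike in size. For Atp6v0e2, a subunit of the vacuolar proton pump, the paper's fold in favor of Sod2+/+ is about 1.2 in Fig. 3, read by eye, and the value here was 0.938 (log2 fold change 0.09, adjusted p = 0.478). It differed under every alternative that gave a value.

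The paper states that the enzymes and subunits marked in Fig. 3 differed significantly. Its legend names a p value of 0.05 as the limit and no adjustment. Here 49 of 50 had the direction drawn there. An unadjusted p under 0.05 from limma was found for 48, all but Ndufb4 and Atp6v0e2. By the methods' t-test with equal variances it was found for 47 of the 50. These 47 include Atp6v0e2 (0.0450), which went against the drawn direction, but not Dld (0.0614), Ndufs3 (0.0597) or Ndufb4 (0.250). From limma 33 passed the stricter adjusted p under 0.05. Of these 33, the calls lost numbered 33 with either form of the methods' t-test, 6 with eBayes with trend and robust estimation, 4 with array weights, 11 after quantile normalization, 1 with median-centred arrays, 29 with an offset of 32, 0 with bright probe sets alone, 10 with fluidics station as a block, 7 with the mean of all probe sets of a gene, and 18, 25, 8, 28, 9, 30 and 20 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. Of the 17 that did not pass the adjusted p, Pck2 aside, bright probe sets alone called Sdha, Pdhb, Ndufa4, Idh3g, Ndufs4 and Cox15. The station block called Idh3g and Ndufs4, as did the mean of all probe sets of a gene, and eBayes with trend and robust estimation called Cox15. Leaving out Sod2-/- replicate 31 called Ndufa4 and Ndufs4, and leaving out Sod2+/+ replicate 33 called Uqcrfs1. Chip lot as a block and the chip lot of the Sod2+/+ arrays alone, both chosen after seeing the values, called Ndufa8 and Ndufa12 and dropped 18 and 23 of the 33. On a dimmer probe set Idh3g, Ndufa12 and Cox5b passed (adjusted p = 0.0287, 0.0289 and 0.0362). Aco1, Dld, Ndufb4, Ndufs1, Ndufs3 and Atp6v0e2 passed the adjusted p under no setting.

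The paper's Table 1 and Table 2 hold Hspa1b, Per1 and Car1, which did not pass here (log2 fold changes 1.42, 0.98 and -1.13, adjusted p = 0.0838, 0.0859 and 0.0599). D930015E06Rik of Table 1, now Tmem131l, did not pass on the probe set tied to it by accession (log2 fold change 1.03, adjusted p = 0.0708). Hspa1b passed without Sod2-/- replicate 35 and with the mean of all probe sets of a gene, Per1 with bright probe sets alone, and Car1 with bright probe sets alone and with eBayes with trend and robust estimation. Usp32, Cbfa2t3, Malat1 and Clcn3 of the same tables did not pass on the brightest probe set (0.509, 0.0879, 0.170 and 0.413) and passed on another (lowest adjusted p = 0.0466, 0.0314, 0.0278 and 0.0228). The mean of all probe sets of a gene called Usp32, Cbfa2t3 and Clcn3, and Cbfa2t3 also passed with bright probe sets alone and without Sod2-/- replicate 39. Of the paper's longer list of such transcripts, 200 of the 267 tied to a probe set passed.

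The paper reports more Tfrc transcript in Sod2-/- cells. Its brightest probe set did not pass (log2 fold change 0.20, adjusted p = 0.175), while the second did (1.11, 0.0133), as did the mean of all probe sets of the gene. For Pck2 the paper reports a rise, and the adjusted p here was 0.0612 (log2 fold change 0.70). It passed with eBayes with trend and robust estimation, quantile normalization, bright probe sets alone and fluidics station as a block, and without Sod2+/+ replicate 17. For Pprc1 the paper reports a difference on the arrays at P<0.05, with no adjustment named; the unadjusted p here was 0.0286 from limma and 0.0978 by the methods' t-test, and no setting gave an adjusted p under 0.05 (-0.77, adjusted p = 0.191). The paper reports Iba57, under its earlier name, as higher in Sod2+/+ cells, and here it passed with bright probe sets alone and not otherwise (-0.58, adjusted p = 0.0554). The unadjusted p from limma on the brightest probe set was 0.0240 for Tfrc, 0.00264 for Pck2 and 0.00212 for Iba57. For Tfrc and Iba57 the paper's figure of iron and heme genes also names a p value with no adjustment, beside a 1.5-fold change. On the brightest probe sets the folds here were 1.15 for Tfrc and 1.49 for Iba57. The second Tfrc probe set, at a log2 fold change of 1.11, was past 1.5-fold. The folds of mitochondrial ribosomal protein genes past 1.2-fold reached 2.18 here, above the range the paper gives.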

Other observations

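All settings named here were planned, apart from the single stations and the chip lot settings, which were added after the values were seen.

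Genes of ATF4 and the integrated stress response, which raises amino acid transport and synthesis under stress, mostly had log2 fold changes above 0. This held for 31 members, and 3 lay below 0. Of 34 measured members, 3 rose and 0 fell by limma (12 and 0 when adjusted over the list alone, 16 and 1 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of 0.48 (camera adjusted p = 1.12e-08; adjusted p = 0.251 with an estimated correlation). The members that rose were Gtpbp2, a factor that rescues stalled ribosomes (log2 fold change 0.86, standard error 0.09, adjusted p = 0.00848), Slc3a2, the heavy chain of amino acid transporters (log2 fold change 0.95, standard error 0.18, adjusted p = 0.0332), and Mthfd2. Mthfd2 and Pck2 of this list are named by the paper from these arrays, so its count is not independent evidence. The genotypes overlapped in the mean of the list, with Sod2+/+ replicate 17 at 0.51 above Sod2-/- replicate 35 at 0.37 and the other Sod2+/+ arrays from -0.27 to -0.11 (exact two-sided permutation p = 0.114). Interferon-stimulated genes went the other way. Of 32 measured, 7 fell and 0 rose by limma (16 and 0 when adjusted over the list alone, 17 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), at a median of -0.37 (camera adjusted p = 9.23e-08; adjusted p = 0.251 with an estimated correlation), and the largest decreases were in Ifit1, an inhibitor of viral translation (log2 fold change -1.21, standard error 0.18, adjusted p = 0.0187), Lgals9, a galectin (log2 fold change -1.11, standard error 0.14, adjusted p = 0.0130), and Ifi27 (log2 fold change -0.99, standard error 0.19, adjusted p = 0.0362). Ifit1 and Lgals9 stand in the paper's Table 2. On the same arrays the medians of B cell, neutrophil, and eosinophil and mast cell markers were -0.78, -0.91 and -0.19. Those of T and NK cell, megakaryocyte and macrophage markers were 0.01, 0.04 and 0.20. Whether the fall of interferon-stimulated genes lies in erythroblasts or in other sorted cells was not tested. Gtpbp2 passed without each of the 7 arrays in turn, whereas calls were not past the threshold for Slc3a2 without Sod2+/+ replicates 29, 33 and 37 (0.0867, 0.0546 and 0.0870) and Sod2-/- replicates 31, 35 and 39 (0.0649, 0.0922 and 0.0863), Ifit1 without Sod2+/+ replicate 37 (0.0502) and Sod2-/- replicate 35 (0.0588), Lgals9 without Sod2-/- replicate 35 (0.0549) and Ifi27 without Sod2+/+ replicates 17, 29, 33 and 37 (0.0653, 0.0928, 0.0582 and 0.0763) and Sod2-/- replicates 35 and 39 (0.126 and 0.0879). The count of higher ATF4 genes was 14, 1, 1, 1, 1, 1 and 1 and that of lower interferon-stimulated genes 4, 3, 6, 2, 9, 0 and 3 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. The ATF4 median was 0.52 with fluidics station as a block, 0.44 and 0.68 within stations 1 and 2 and 0.62 after quantile normalization (over all settings from 0.31 (chip lot as a block) to 0.68 (station 2)), with 6 higher after quantile normalization, 1 with chip lot as a block and 0 within the chip lot of the Sod2+/+ arrays, and the interferon median was -0.36 with fluidics station as a block, -0.34 and -0.34 within stations 1 and 2 and -0.27 after quantile normalization (over all settings from -0.64 (bright probe sets alone) to -0.27 (quantile normalization)).

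Proteasome, cytosolic ribosomal protein and glycolysis genes were tested as separate lists, and each list had a median log2 fold change below 0. Of 34 measured proteasome genes, 8 fell and 0 rose by limma (25 and 0 when adjusted over the list alone, 26 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of -0.40 (camera adjusted p = 3.2e-12; adjusted p = 0.251 with an estimated correlation), and Psme1, a subunit of the proteasome activator (log2 fold change -0.84, standard error 0.11, adjusted p = 0.0138), Psmb6 (log2 fold change -0.68, standard error 0.12, adjusted p = 0.0294) and Psmb3 (log2 fold change -0.67, standard error 0.15, adjusted p = 0.0460), subunits of the core particle, fell most. Of 44 cytosolic ribosomal protein genes, 2 fell and 0 rose by limma (18 and 0 when adjusted over the list alone, 24 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), at a median of -0.24 (camera adjusted p = 2.06e-08; adjusted p = 0.336 with an estimated correlation); they are Rps18 (log2 fold change -0.49, standard error 0.08, adjusted p = 0.0271) and Rpl22 (log2 fold change -0.39, standard error 0.08, adjusted p = 0.0358). The genotypes overlapped in the mean of this list, at -0.29, -0.35 and -0.08 from the Sod2+/+ mean in Sod2-/- replicates 31, 35 and 39 and from -0.09 to 0.06 in Sod2+/+ arrays (exact two-sided permutation p = 0.114). In glycolysis, 2 of 15 measured genes fell and 0 rose by limma (3 and 0 when adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), at a median of -0.38 (camera adjusted p = 0.0240; adjusted p = 0.348 with an estimated correlation). These are Tpi1, the triosephosphate isomerase (log2 fold change -0.83, standard error 0.15, adjusted p = 0.0289), and Pfkl, the liver form of phosphofructokinase (log2 fold change -0.55, standard error 0.11, adjusted p = 0.0393). Psme1 passed without each of the 7 arrays in turn. Not past the threshold were Psmb6 without Sod2+/+ replicates 17, 29 and 37 (0.0570, 0.0631 and 0.0791) and Sod2-/- replicates 35 and 39 (0.101 and 0.0614), Psmb3 without Sod2+/+ replicates 17, 29 and 37 (0.0783, 0.116 and 0.0734) and Sod2-/- replicates 31, 35 and 39 (0.0645, 0.154 and 0.0906), Rps18 without Sod2+/+ replicates 17, 29 and 37 (0.0544, 0.0703 and 0.0723) and Sod2-/- replicates 31 and 35 (0.0588 and 0.0977), Rpl22 without Sod2+/+ replicates 17, 29 and 37 (0.0696, 0.0896 and 0.0892) and Sod2-/- replicates 31 and 35 (0.0730 and 0.125), Tpi1 without Sod2+/+ replicates 17, 29 and 37 (0.0589, 0.0623 and 0.0768) and Sod2-/- replicate 35 (0.0672) and Pfkl without Sod2+/+ replicates 17, 29 and 37 (0.0693, 0.0978 and 0.0961) and Sod2-/- replicates 35 and 39 (0.102 and 0.0738). Without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn the number lower was 1, 1, 9, 1, 4, 1 and 1 in the proteasome, 1, 0, 2, 0, 0, 0 and 4 in the cytosolic ribosome and 0, 0, 2, 0, 2, 0 and 1 in glycolysis, and the camera call of glycolysis was lost without Sod2-/- replicate 35 (0.119), where its median was -0.08. The glycolysis mean lay at -0.21, -0.68 and -0.08 from the Sod2+/+ mean in Sod2-/- replicates 31, 35 and 39 and as low as -0.10 in a Sod2+/+ array, so that its size rests on replicate 35. The proteasome median was -0.38 with fluidics station as a block, -0.39 and -0.34 within stations 1 and 2 and -0.19 after quantile normalization (over all settings from -0.54 (chip lot as a block) to -0.19 (quantile normalization)), that of the ribosomal proteins was -0.23 with fluidics station as a block, -0.34 and -0.15 within stations 1 and 2 and -0.12 after quantile normalization (over all settings from -0.34 (station 1) to -0.12 (quantile normalization)), and that of glycolysis was -0.35 with fluidics station as a block, -0.16 and -0.40 within stations 1 and 2 and -0.15 after quantile normalization (over all settings from -0.53 (chip lot as a block) to -0.08 (without Sod2-/- replicate 35)). After quantile normalization camera no longer separated glycolysis (0.366).

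Among 23 measured antioxidant enzymes, 3 fell and 0 rose by limma (7 and 1 when adjusted over the list alone, 8 and 2 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of -0.12 (camera adjusted p = 0.0289; adjusted p = 0.424 with an estimated correlation). Glrx, a glutaredoxin (log2 fold change -0.89, standard error 0.19, adjusted p = 0.0441), Prdx4, the peroxiredoxin of the endoplasmic reticulum (log2 fold change -0.64, standard error 0.13, adjusted p = 0.0406), and Txn1, the cytosolic thioredoxin (log2 fold change -0.45, standard error 0.10, adjusted p = 0.0478), fell. The median was -0.11 with fluidics station as a block, -0.25 and -0.02 within stations 1 and 2 and 0.01 after quantile normalization (over all settings from -0.25 (station 1) to 0.01 (quantile normalization)), and its sign turned with quantile normalization, where 1 member was higher, 0 were lower and camera gave 0.291. Of 13 heat shock protein genes, 2 fell and 0 rose by limma (4 and 2 when adjusted over the list alone, 4 and 3 at an unadjusted p under 0.05, 0 by the methods' t-test), at a median of -0.10 (camera adjusted p = 0.658; adjusted p = 0.838 with an estimated correlation), which was -0.07 with fluidics station as a block, -0.10 and 0.04 within stations 1 and 2 and 0.06 after quantile normalization (over all settings from -0.27 (chip lot as a block) to 0.06 (quantile normalization)). Besides Hspd1 it was its partner Hspe1 that fell (log2 fold change -0.57, standard error 0.11, adjusted p = 0.0321). No gene of 19 FoxO3 targets and autophagy genes passed limma with all arrays (1 higher when adjusted over the list alone, 5 higher and 1 lower at an unadjusted p under 0.05, 0 by the methods' t-test), with a median of 0.06 (camera adjusted p = 0.0790; adjusted p = 0.522 with an estimated correlation). Ccng2, a cyclin, had a log2 fold change of 1.14 (standard error 0.42, adjusted p = 0.174), and Sqstm1, an autophagy receptor, of 0.63 (0.18 and 0.0980). After quantile normalization Gabarapl2 and Gadd45a, named after their values were seen, were higher and camera placed the FoxO3 list above the other genes (0.00119); its median was 0.08 with fluidics station as a block, 0.01 and 0.07 within stations 1 and 2 and 0.28 after quantile normalization (over all settings from 0.01 (station 1) to 0.28 (quantile normalization)). Of 21 mitosis genes, 1 rose and 0 fell by limma (1 and 0 when adjusted over the list alone, 2 and 8 at an unadjusted p under 0.05, 0 by the methods' t-test), while camera placed the list below the other genes, at a median of -0.21 (camera adjusted p = 0.0289; adjusted p = 0.589 with an estimated correlation), which was -0.20 with fluidics station as a block, -0.04 and -0.29 within stations 1 and 2 and -0.03 after quantile normalization (over all settings from -0.33 (without Sod2-/- replicate 31) to -0.03 (quantile normalization)). The genotypes overlapped in the mean of the mitosis list, at 0.03, -0.23 and -0.30 from the Sod2+/+ mean in Sod2-/- replicates 31, 35 and 39 and from -0.08 to 0.11 in Sod2+/+ arrays (exact two-sided permutation p = 0.171). The gene that rose is Ube2c, which marks mitotic proteins for degradation (log2 fold change 0.50, standard error 0.10, adjusted p = 0.0379).

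Not past the threshold were Glrx without Sod2+/+ replicates 17, 29, 33 and 37 (0.0697, 0.105, 0.0568 and 0.0981) and Sod2-/- replicates 35 and 39 (0.107 and 0.0832), Prdx4 without Sod2+/+ replicates 17, 29 and 37 (0.0669, 0.104 and 0.104) and Sod2-/- replicates 31 and 35 (0.0868 and 0.132), Txn1 without Sod2+/+ replicates 17, 29, 33 and 37 (0.0759, 0.121, 0.0577 and 0.117) and Sod2-/- replicates 31, 35 and 39 (0.0635, 0.134 and 0.0723), Hspe1 without Sod2+/+ replicates 17, 29 and 37 (0.0645, 0.0676 and 0.0866) and Sod2-/- replicates 31 and 35 (0.0691 and 0.102) and Ube2c without Sod2+/+ replicates 17, 29, 33 and 37 (0.0537, 0.0963, 0.0652 and 0.0926) and Sod2-/- replicates 31, 35 and 39 (0.0505, 0.0850 and 0.0681), while Sqstm1 passed without Sod2+/+ replicate 17 (0.0378). Without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn the number lower was 0, 0, 1, 0, 3, 0 and 1 among antioxidant enzymes and 0, 0, 2, 0, 0, 0 and 1 among heat shock proteins, and the number higher was 0, 0, 0, 0, 0, 1 and 0 among heat shock proteins, 1, 0, 0, 0, 0, 0 and 0 among FoxO3 targets and 0, 0, 0, 0, 0, 0 and 0 among mitosis genes. The camera adjusted p of the antioxidant list was not under 0.05 without Sod2+/+ replicates 29 and 37 (0.0643 and 0.0624) and Sod2-/- replicate 35 (0.0991), and that of the mitosis list not without Sod2+/+ replicates 29 and 37 (0.0815 and 0.0529) and Sod2-/- replicates 35 and 39 (0.153 and 0.268). The antioxidant median was -0.12, -0.05, -0.18, -0.13, -0.08, -0.04 and -0.21 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn, and the mitosis median -0.33 without Sod2-/- replicate 31, where 1 gene was lower. It was 0.0501 for mitosis with fluidics station as a block, and no call remained and camera's direction turned upward, with a median still below 0, within station 1 (0.293) and after quantile normalization (0.967). The FoxO3 list passed without Sod2+/+ replicates 29 and 37 (0.0171 and 0.0307) and Sod2-/- replicate 35 (0.00925).

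The median log2 fold change was below 0 for markers of early erythroid cells and above 0 for those of late ones. Of the early markers 3 lay above 0, and of the late ones 3 lay below 0. Of 14 early markers, 3 fell and 0 rose by limma (5 and 1 when adjusted over the list alone, 5 and 1 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of -0.16 (camera adjusted p = 0.0326; adjusted p = 0.375 with an estimated correlation). Those that fell were Myb, a transcription factor of progenitors (log2 fold change -1.24, standard error 0.23, adjusted p = 0.0303), and the nucleolar proteins Npm1 (log2 fold change -0.69, standard error 0.11, adjusted p = 0.0240) and Ncl (log2 fold change -0.52, standard error 0.09, adjusted p = 0.0245). Of 18 late markers, 1 rose and 0 fell by limma (2 and 0 when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05, 0 by the methods' t-test), at a median of 0.13 (camera adjusted p = 0.00135; adjusted p = 0.336 with an estimated correlation), the gene that rose being Tmod1, which caps actin in the red cell skeleton (log2 fold change 0.42, standard error 0.09, adjusted p = 0.0483). Calls were not past the threshold for Myb without Sod2+/+ replicates 29, 33 and 37 (0.0780, 0.0540 and 0.0835) and Sod2-/- replicates 31 and 35 (0.0508 and 0.0504), Npm1 without Sod2+/+ replicates 29 and 37 (0.0594 and 0.0510) and Sod2-/- replicate 35 (0.0823), Ncl without Sod2+/+ replicates 29 and 37 (0.0616 and 0.0665) and Sod2-/- replicates 35 and 39 (0.0859 and 0.0544) and Tmod1 without Sod2+/+ replicates 17, 29, 33 and 37 (0.0860, 0.0653, 0.0834 and 0.117) and Sod2-/- replicates 31, 35 and 39 (0.107, 0.159 and 0.0555). The number of lower early markers was 3, 0, 2, 0, 2, 0 and 2 and that of higher late markers 0, 0, 0, 0, 0, 0 and 0 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn. After quantile normalization 1 early marker was higher, Tal1, named after its values were seen. The early median was -0.16 with fluidics station as a block, -0.23 and -0.13 within stations 1 and 2 and -0.12 after quantile normalization (over all settings from -0.23 (station 1) to -0.06 (an offset of 32)) and -0.09 without Sod2+/+ replicate 37, and camera did not separate the early list without Sod2+/+ replicate 37 (0.0650) and Sod2-/- replicate 31 (0.0630) or after quantile normalization (0.133). The late median was 0.14 with fluidics station as a block, 0.11 and 0.12 within stations 1 and 2 and 0.18 after quantile normalization (over all settings from 0.09 (median-centred arrays) to 0.21 (chip lot as a block)), and the late list mean overlapped between genotypes, at 0.17, 0.20 and 0.04 from the Sod2+/+ mean in Sod2-/- replicates 31, 35 and 39 and from -0.04 to 0.08 in Sod2+/+ arrays (exact two-sided permutation p = 0.114). Alas2, Bnip3l, Bpgm and Slc25a37 of the late list stand in other lists too.

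Of 11 eosinophil and mast cell markers, 3 fell and 0 rose by limma (5 and 1 when adjusted over the list alone, 5 and 1 at an unadjusted p under 0.05, 0 by the methods' t-test), with a median log2 fold change of -0.19 (camera adjusted p = 0.0289; adjusted p = 0.336 with an estimated correlation). Epx, the eosinophil peroxidase (log2 fold change -1.87, standard error 0.29, adjusted p = 0.0221), Prg2, the major basic protein (log2 fold change -1.83, standard error 0.33, adjusted p = 0.0286), and Mcpt8, a basophil protease (log2 fold change -1.35, standard error 0.23, adjusted p = 0.0258), fell. Not past the threshold were Epx without Sod2+/+ replicates 29 and 37 (0.0522 and 0.0577) and Sod2-/- replicates 35 and 39 (0.0667 and 0.0534), Prg2 without Sod2+/+ replicates 17, 29 and 37 (0.0584, 0.0633 and 0.0665) and Sod2-/- replicates 35 and 39 (0.0936 and 0.0643) and Mcpt8 without Sod2+/+ replicates 17, 29 and 37 (0.0503, 0.0677 and 0.0716) and Sod2-/- replicates 31, 35 and 39 (0.0507, 0.0595 and 0.0620), the number lower was 1, 0, 3, 0, 2, 0 and 0 without Sod2+/+ replicates 17, 29, 33 and 37 and Sod2-/- replicates 31, 35 and 39 in turn, and camera's call was lost without Sod2+/+ replicate 37 (0.0650) and Sod2-/- replicate 31 (0.0565). Their median was -0.22 with fluidics station as a block, -0.14 and -0.20 within stations 1 and 2 and -0.22 after quantile normalization (over all settings from -1.35 (bright probe sets alone) to -0.07 (an offset of 32)), and -0.08 without Sod2+/+ replicate 37. Limma called 0 of 18 macrophage markers (0 when adjusted over the list alone, 2 higher and 1 lower at an unadjusted p under 0.05, 0 by the methods' t-test), whose median was 0.20 (camera adjusted p = 0.0160; adjusted p = 0.388 with an estimated correlation) and 0.19 with fluidics station as a block, 0.08 and 0.25 within stations 1 and 2 and 0.18 after quantile normalization (over all settings from 0.06 (chip lot as a block) to 0.27 (without Sod2-/- replicate 35)). C1qc and C1qb, complement components, had log2 fold changes of 1.71 (standard error 0.84, adjusted p = 0.311) and 1.27 (0.74 and 0.395), and camera's call was lost without Sod2-/- replicate 39 (0.217), where the median was 0.08. The macrophage mean lay at 0.03, -0.07 and 1.01 from the Sod2+/+ mean in Sod2-/- replicates 31, 35 and 39 and from -0.09 to 0.10 in Sod2+/+ arrays (exact two-sided permutation p = 0.629), so that in replicate 39 alone was it above all Sod2+/+ arrays. Among 13 T and NK cell markers limma called 0 (0 when adjusted over the list alone, 1 higher and 3 lower at an unadjusted p under 0.05, 0 by the methods' t-test), with a median of 0.01 (camera adjusted p = 0.895; adjusted p = 0.920 with an estimated correlation) that was -0.02 with fluidics station as a block, -0.04 and 0.04 within stations 1 and 2 and -0.03 after quantile normalization (over all settings from -0.04 (without Sod2+/+ replicate 29) to 0.07 (chip lot as a block)); Nkg7 stood at -0.69 (adjusted p = 0.173) and Ccl5 at -0.43 (0.254). Among 13 megakaryocyte and platelet markers limma also called 0 (0 when adjusted over the list alone, 0 higher and 1 lower at an unadjusted p under 0.05, 0 by the methods' t-test), with a median of 0.04 (camera adjusted p = 0.883; adjusted p = 0.906 with an estimated correlation) that was 0.03 with fluidics station as a block, -0.01 and 0.04 within stations 1 and 2 and 0.01 after quantile normalization (over all settings from -0.02 (chip lot as a block) to 0.04 (without Sod2+/+ replicate 37)); Gp9 stood at -0.56 (adjusted p = 0.110) and Itga2b at 0.35 (0.294).

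Probe sets without a gene name made up 31.9% of the 138 higher calls at 1.5-fold (44 of them; 20.3% of the other probe sets, Fisher's exact p = 0.00137) and 5.02% of the 816 lower calls (41 of them; 20.6%, p = 2.77e-36).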
